# Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress

**DOI:** 10.3390/metabo13030407

**Published:** 2023-03-09

**Authors:** Ji-Kwang Kim, Sehoon Hong, Jina Park, Seyun Kim

**Keywords:** obesity, brain, transcriptomics, metabolomics, metabolism pathway

## Abstract

The chronic consumption of diets rich in saturated fats leads to obesity and associated metabolic disorders including diabetes and atherosclerosis. Intake of a high-fat diet (HFD) is also recognized to dysregulate neural functions such as cognition, mood, and behavior. However, the effects of short-term high-fat diets on the brain are elusive. Here, we investigated molecular changes in the mouse brain following an acute HFD for 10 days by employing RNA sequencing and metabolomics profiling. Aberrant expressions of 92 genes were detected in the brain tissues of acute HFD-exposed mice. The differentially expressed genes were enriched for various pathways and processes such as superoxide metabolism. In our global metabolomic profiling, a total of 59 metabolites were significantly altered by the acute HFD. Metabolic pathways upregulated from HFD-exposed brain tissues relative to control samples included oxidative stress, oxidized polyunsaturated fatty acids, amino acid metabolism (e.g., branched-chain amino acid catabolism, and lysine metabolism), and the gut microbiome. Acute HFD also elevated levels of N-acetylated amino acids, urea cycle metabolites, and uracil metabolites, further suggesting complex changes in nitrogen metabolism. The observed molecular events in the present study provide a valuable resource that can help us better understand how acute HFD stress impacts brain homeostasis.

## 1. Introduction

Increasing rates of obesity and related metabolic disorders in recent decades have become a serious public health concern [1,2]. Obesity is a chronic disease that is closely linked to major comorbidities such as type two diabetes, hypertension, and certain types of cancer [3]. Although obesity is considered a multifactorial disorder with genetic dispositions and environmental components (e.g., a sedentary lifestyle), it is ultimately caused by an energy imbalance when calorie intake exceeds energy expenditure, which has been largely attributed to the consumption of diets rich in fat and sugars [4]. Particularly, the prolonged consumption of a high-fat diet (HFD), which increases food and caloric intake per meal, has been demonstrated to induce weight gain and increase adiposity in both human and animal models [5,6].

HFDs are characterized by a high content of saturated fatty acids such as palmitate and stearate. The physiological impacts of prolonged HFD exposure and diet-induced obesity (DIO) are known to dysregulate the autonomic and metabolic functions related to energy homeostasis throughout the development of obesity, insulin resistance, and ectopic fat accumulation such as hepatic steatosis [5,6]. The effects of HFDs in the brain have emerged as key routes that lead to nutrient oversupply, resulting in the deterioration of metabolic homeostasis. Multiple studies have revealed that long-term HFD consumption leads to neuroinflammation and leptin resistance in the hypothalamus, which governs the food intake response [7,8]. Mechanistically, HFD-mediated endoplasmic reticulum stress appears to trigger apoptosis in hypothalamic neurons [9,10]. Furthermore, clinical and preclinical studies have consistently demonstrated that diets high in saturated fats can impair higher-order brain functions including cognition and psychiatric control [11]. Even short-term HFD intake has been associated with impaired attention and visual memory in human studies [12,13]. Notably, recent evidence has demonstrated that obese people are more prone to developing neurological pathologies such as stroke, depression, and neurodegenerative diseases. Therefore, chronic HFD consumption is considered a risk factor for cognitive impairment, brain aging, and even dementia [14,15,16,17].

Many previous studies have systemically assessed how HFDs impact the genome-wide molecular landscape in peripheral metabolic organs [18,19,20,21]. However, only a few investigations to date have analyzed the impact of a chronic HFD on the brain [22,23]. Given that cells and tissues undergo complex indirect molecular changes over time in response to chronic metabolic stress, characterizing the effects of acute and short-term HFD exposure at the molecular level is particularly critical.

Here, we employed a multiomics approach in mice to identify core differentially expressed molecules and pathways underlying acute HFD metabolic stress. After 10 days of HFD feeding, RNA-seq and LC-MS/MS analyses were respectively conducted to detect differences in the gene expression and metabolite profiles of the whole brain of HFD-exposed and control mice. Intriguingly, we detected alterations in metabolites and transcriptional reprogramming, thus providing insights into the genetic and metabolic changes linked to the central responses to acute HFD stress.

## 2. Materials and Methods

### 2.1. Animals

C57BL/6J male mice were used for the experiments (8–10 weeks old; KRIBB, Daejeon, Republic of Korea). Mice were housed under specific pathogen-free conditions on a 12 h light–dark schedule, and their food and water were provided ad libitum. Animal protocols were performed in accordance with guidelines approved by the Korea Advanced Institute of Science and Technology Animal Care and Use Committee. Mice were fed a normal chow diet (NCD) or high-fat diet (HFD, 60 kcal% fat) for 10 days. After removing the olfactory bulbs and cerebellum, the whole forebrain was separated into two hemispheres. Each hemisphere was subject to RNA-seq and metabolomics analysis.

### 2.2. Total RNA Extraction and RNA-Sequencing

Total RNA was purified using Trizol reagent (Invitrogen, Waltham, MA, USA). RNA quality was evaluated with Agilent 2100 bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, The Netherlands). RNA was quantified using ND-2000 Spectrophotometer (Thermo Inc., Wilmington, DE, USA). RNA libraries were prepared using QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Inc., Vienna, Austria) according to the manufacturer’s instructions. Five hundred ng of prepared total RNA were hybridized with an oligo-dT primer containing an Illumina-compatible sequence at its 5′ end, followed by reverse transcription. Second strand synthesis was initiated by random primers with an Illumina-compatible linker sequence at the 5′ end. The double-stranded library was purified using magnetic beads. After the library was amplified to add the complete adapter sequences required for cluster generation, it was purified from the PCR components. High-throughput sequencing was performed as single-end 75 bp sequencing using NextSeq 550 (Illumina, Inc., Madison, WI, USA).

QuantSeq 3′ mRNA-Seq reads were aligned using Bowtie2 [24]. Bowtie2 indexes were generated from genome assembly sequences or representative transcript sequences for alignment to the genome and transcriptome. Sequenced reads were trimmed for adaptor sequence, then mapped to mm10 (UCSC) whole genome using Bowtie2. The alignment file was used to assemble transcripts, estimate their abundances and detect differential gene expression. Based on counts from unique and multiple alignments using coverage in Bedtools [25], differentially expressed genes were determined. The RC (read count) data were processed based on the quantile normalization method using EdgeR within R (https://www.R-project.org (accessed on 25 August 2022)) using Bioconductor [26]. Gene classification was based on searches done by DAVID (http://david.abcc.ncifcrf.gov (accessed on 2 September 2022)) and Medline databases (http://www.ncbi.nlm.nih.gov (accessed on 2 September 2022)). Data mining and graphic visualization were performed using ExDEGA (Ebiogen Inc., Seongdong-gu Seoul, Republic of Korea). Sequence data were uploaded in the NCBI GEO (accession number GSE226771).

### 2.3. Global Metabolite Profiling and Data Analysis

Samples were prepared, as previously described at Metabolon, Inc. (Morrisville, NC, USA) [27,28]. Briefly, the MicroLab STAR^®^ system (Hamilton Company, Reno, NV, USA). A recovery standard was added prior to the first step in the extraction process for QC purposes. Proteins were precipitated using methanol for 2 min (Glen Mills GenoGrinder 2000). Extracts were subject to different analyses including UPLC-MS/MS with positive ion mode electrospray ionization, UPLC-MS/MS with negative ion mode electrospray ionization, UPLC-MS/MS polar platform (negative ionization), and GC-MS. Controls were analyzed in parallel with the experimental samples and a pooled matrix sample.

Metabolomic analyses were performed by Metabolon, Inc. using ultrahigh-performance UHPLC/MS/MS, as previously described [29]. The LC/MS part was based on a Waters ACQUITY UPLC and a Thermo Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer with 35,000 mass resolution. Extracts were dried and reconstituted in acidic or basic LC-compatible solvents, each of which contained 8 or more injection standards. Sample extracts were analyzed using positive and negative ion conditions using separate columns (Waters UPLC BEH C18-2.1 × 100 mm, 1.7 µm). For elution, water and methanol with 0.1% formic acid or 6.5mM ammonium bicarbonate were used. Samples were also analyzed via negative ionization using a HILIC column (Waters UPLC BEH Amide 2.1 × 150 mm, 1.7 µm) under a gradient consisting of water and acetonitrile with 10 mM ammonium formate. The MS analysis alternated between MS and data dependent MS2 scans using dynamic exclusion, and the scan range was from 80–1000 *m*/*z*. For GC-MS, samples were dried under vacuum for a minimum of 18 h prior to derivatization. Derivatized samples were separated on a 5% diphenyl/95% dimethyl polysiloxane fused silica column (20 m × 0.18 mm ID; 0.18 mm film thickness) with helium as a carrier gas and a temperature ramp from 60 to 340 °C in a 17.5 min period. Samples were analyzed on a Thermo-Finnigan Trace DSQ fast-scanning single-quadrupole mass spectrometer using electron impact ionization. The scan range was from 50–750 *m*/*z*.

Raw data were extracted, peak-identified, and QC processed using Metabolon’s hardware and software. These systems are built on a web-service platform utilizing Microsoft’s. NET technologies, which run on high-performance application servers and fiber-channel storage arrays in clusters to provide active failover and load balancing. Compounds were identified by comparison to library entries of purified standards or recurrent unknown entities Biochemical identifications are based on three criteria: retention index within a narrow RI window of the proposed identification, accurate mass match to the library +/−0.005 amu, and the MS/MS forward and reverse scores between the experimental data and authentic standards. The MS/MS scores are based on a comparison of the ions present in the experimental spectrum to the ions present in the library spectrum. While there may be similarities between these molecules based on one of these factors, the use of all three data points can be utilized to distinguish and differentiate biochemicals. More than 3300 commercially available purified standard compounds have been acquired and registered into LIMS for distribution to both the LC-MS and GC-MS platforms for the determination of their analytical characteristics.

A variety of curation procedures were carried out to ensure that a high-quality data set was made available for statistical analysis and data interpretation. The QC and curation processes were designed to ensure accurate and consistent identification of true chemical entities and to remove those representing system artifacts, misassignments, and background noise. Peaks were quantified using the area under-the-curve. For studies spanning multiple days, a data normalization step was performed to correct variation resulting from instrument interday tuning differences. Essentially, each compound was corrected in run-day blocks by registering the medians to equal one (1.00) and normalizing each data point proportionately. Statistical calculations were made by performing Welch’s two-sample *t*-test and a Wilcoxon test.

## 3. Results

### 3.1. Transcriptome Analysis of the Brain after Short-Term HFD Feeding

Adult male mice were fed an HFD for 10 days. 

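RNA of forebrain hemispheres, with the olfactory bulbs and cerebellum removed, was sequenced from 3 libraries of mice on the normal chow diet (NCD) and 3 of mice on the HFD for 10 days. QuantSeq libraries are primed on the poly(A) tail, so the reads lie near the 3′ ends of transcripts. The authors trimmed the reads, aligned them to the mm10 genome with Bowtie2, counted unique and multiple alignments on each gene with Bedtools, and deposited these read counts without normalization. The quantile normalization in edgeR that the methods describe came after the deposited counts. The paper's text does not name the gene annotation, whether the counting used strand, or the test behind the p-values of the RNA-Seq comparison. It also does not state the number of mice behind the libraries. Of the genes listed, 4346 had no count in any library, and 44 entries hold a symbol that an earlier entry already holds. The total count was 8061348, 8979317 and 9689372 in NCD replicates 1, 2 and 3, with a median of 8979317. In HFD replicates 1, 2 and 3 it was 6842785, 9119597 and 7603293, with a median of 7603293. These totals are between 42.4% and 48.8% of the mapped reads that the paper's Table S3 gives for the same libraries. The values reported here use the counts and not the mapped reads. The gene Rn45s, a ribosomal RNA precursor, took between 5.55% and 8.75% of the counts of a library. The genes Lrrc17 and Akap5 took between 1.68% and 2.72% each, and transcripts of both hold a stretch of 43 bases that is also part of the most frequent reads in the paper's read quality reports, which leaves the origin of their counts open. Replicates of a diet differed by more than the sampling noise, with a chi-square per degree of freedom between 3.58 and 17.1 over the pairs of libraries. Each was therefore kept as its own sample, though this does not show that each came from a different mouse. Counts were normalized with edgeR's TMM method and are given as CPM, the count scaled to a common library size. Diets were compared with edgeR's quasi-likelihood test over the 13771 genes that passed its count filter, without a covariate, and p-values were adjusted with the Benjamini-Hochberg method. A gene under the filter was taken from the same fit without the filter, and is named as such. A count of 3, taken as the floor, corresponds to between 0.316 and 0.432 CPM in these libraries. The libraries carry no molecular identifiers in the deposited counts, so this floor covers counting error only.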

To gain a deeper understanding of the molecular pathways affected by short-term HFD stress in the brain, RNA-Seq analyses were conducted using forebrain tissues. 

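With a fold change of at least 1.5 and an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 73 genes were higher and 103 were lower in the HFD libraries, out of 13771 tested. In 134 of these 176 genes, or 76.1%, the HFD libraries all lay on one side of the NCD libraries. Over all genes tested the same held for 1213, or 8.81%, where chance gives 10%. The 176 genes were picked by fold change and p in the same libraries, so their higher share is not an independent check. For a single gene, such a separation has an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. Of the 92 genes in the paper's Tables S1 and S2, 58 passed the count filter. All 58 passed both thresholds in the direction of the tables, with 21 higher and 37 lower. The other 34 had too few counts for the filter. The mean count per library of the 92 genes had a median of 13.1, against 182.5 for the genes tested, and 61 of them had a mean count under 20. Without the filter, the fold change of all 92 had the sign of the tables. The authors picked these genes from the same libraries with the same thresholds, so neither match is an independent check. The setting that moved the counts of genes most by number was the fit without a count filter, with 156 genes higher and 240 lower, and by ratio the unmoderated linear model after quantile normalization, with 30 higher and 36 lower. The count of 58 moved most with at least 10 counts in every library, to 27, since only 27 of the genes in the tables had such counts.

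**Figure D1:**
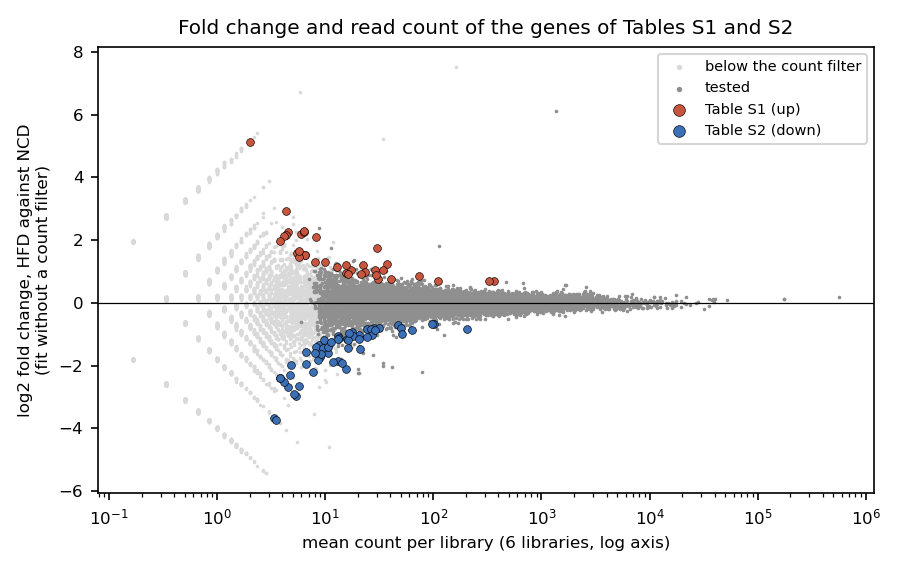
Log2 fold change of HFD against NCD, from the fit without a count filter, against the mean count per library on a log axis. Genes of Table S1 are red, genes of Table S2 blue, other genes tested dark grey and genes below the filter light grey, and the 92 genes of the tables have a median mean count of 13.1.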

A total of 92 differentially expressed genes (DEGs) (36 upregulated and 56 downregulated) were identified between the control and HFD-exposed animals based on a fold change (FC) threshold of ≥1.5 for upregulation and ≤−1.5 for downregulation were represented with volcano plat (Figure 1A) and heatmap (Figure 1B). All gene expression data are summarized in Supplementary Table S1. 

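The paper's Tables S1 and S2 list 75 protein-coding genes, 12 long noncoding RNAs, 2 small nucleolar RNAs and 1 miscellaneous RNA, and 2 further genes have no type. Among the genes with the highest fold changes in Table S1, 8430408G22Rik had counts of 14, 16 and 16 in the NCD libraries and 52, 40 and 42 in the HFD libraries. Its log2 fold change was 1.76 (standard error 0.34, adjusted p = 0.61 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p ranged from 0.0031 to 1 over the alternatives. Snora81 is a small nucleolar RNA on chromosome 16 from 23110756 to 23110933 of GRCm38, within exons of Eif4a2 and Gm49346 on the same strand, so its reads cannot be assigned to it with certainty. It had 6.32 ± 0.678 CPM (SD, n = 3) on the HFD and 2.64 ± 0.801 CPM (SD, n = 3) on the NCD. Dmrtb1 rose from counts of 2, 6 and 2 to 10, 18 and 11, with a log2 fold change of 2.11 (standard error 0.59). At the other end, Table S2 gives Fgb, Micalcl and Scarf2 the strongest falls. Fgb, on chromosome 3 from 83040141 to 83049863 of GRCm38, encodes the fibrinogen beta chain and had counts of 29, 35 and 14 on the NCD and 2, 11 and 3 on the HFD, a log2 fold change of -2.10 (standard error 0.56). Its counts follow those of other liver transcripts, which were highest in NCD replicates 1 and 2. The log2 fold change of Micalcl was -1.91 (standard error 0.51) and that of Scarf2 -1.86 (standard error 0.50). All of these genes except 8430408G22Rik had an adjusted p of 0.979 from the same test.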

Gene ontology (GO) enrichment analysis was conducted to clarify the biological pathways and functions in the mouse brain affected by HFD (Figure 2A). Several modestly but significantly enriched GO categories were identified in the brains of “the HFD-treated mice, including “phosphorylation”, “positive regulation of ERK1 and ERK2 cascade” and “intracellular signal transduction”, suggesting changes in the neural signaling events (Figure 2B). Moreover, KEGG pathway analysis elucidated multiple significantly enriched infection-related pathways (e.g., “African trypanosomiasis”, “human T-cell leukemia virus 1 infection”, “malaria”, “herpes simplex virus 1 infection”), in addition to the “cellular senescence” and “sphingolipid” signaling pathways (Supplementary Figure S1A,B).

### 3.2. Unique Alterations in a Broad Range of Metabolites in the Mouse Brain Exposed to Acute HFD Stress

To identify HFD-induced metabolic changes, we next performed a global untargeted metabolomics analysis. To identify the differences in the metabolic profiles of the normal chow diet (NCD) and HFD groups, the sample distribution patterns were visualized using a principal components analysis (PCA) score plot. As shown in Figure 3A, our PCA analyses revealed significant heterogeneity and overlap among the NCD and HFD groups. Despite the low degree of separation, Welch’s two-sample *t*-tests revealed 59 statistically significant metabolites (*p* ≤ 0.05) out of 407 identified in total after 10 days of HFD feeding (Figure 3B). These results demonstrated that the brain metabolome was moderately affected when the mice were fed with the HFD. Random forest (RF) analysis was then conducted to identify the most important metabolites and exclude associations by chance (Figure 3C). Using the primary groupings of the HFD and control samples, the RF analysis had a predictive accuracy of 92%. The main metabolites that were dysregulated in the HFD brain tissue samples compared to the NCD (control) samples were involved in oxidative stress, amino acid metabolism (e.g., branched-chain amino acid catabolism, lysine metabolism), and microbiome metabolism.

### 3.3. HFD Treatment Increases Oxidative Stress

Compared to the control group, the HFD group exhibited significant differences in 2-hydroxybutyrate (AHB) and ophthalmate (Figure 4). These metabolites are derived from α-ketobutyrate, a metabolite that can be formed via cystathionine in the transsulfuration pathway or from threonine. AHB is synthesized when α-ketobutyrate is reduced by lactate dehydrogenase (LDH) or α-hydroxybutyrate dehydrogenase (alpha-HBDH) [30]. Notably, AHB has also been identified as an early marker for insulin resistance and altered glucose tolerance [31,32]. Changes in AHB levels may thus be linked to alterations in glucose sensitivity in HFD-fed mice [33]. Ophthalmate, on the other hand, is a compositional derivative of glutathione that is formed when the cysteine residue of glutathione is replaced with a 2-aminobutyrate residue [34,35,36]. A 2-aminobutyrate can be derived enzymatically from α-ketobutyrate. The levels of AHB and ophthalmate typically increase in response to increased oxidative stress within cells. The metabolic changes described herein are therefore consistent with increases in oxidative stress.

### 3.4. Elevated Levels of Oxidized Polyunsaturated Fatty Acids

Polyunsaturated fatty acids (PUFAs) ingested from the diet or produced from phospholipase A-mediated hydrolysis are peroxidized enzymatically by lipoxygenases or nonenzymatically through reactive oxygen radicals [37,38]. These bioactive oxidized PUFAs have been linked to a wide variety of pathological conditions such as cardiovascular disease, diabetes, inflammation, obesity, and cancer [39,40,41,42,43]. The brain tissues of the HFD-fed mice displayed elevated levels of 13-hydroxyoctadecadienoic acid (13-HODE), 9-hydroxyoctadecadienoic acid (9-HODE), and 12-hydroxyeicosatetraenoic acid (12-HETE) (Figure 5), suggesting increased oxidative stress and inflammation.

### 3.5. Changes in Branched Amino Acid (BCAA) Metabolism

The HFD and control NCD groups exhibited clear differences in BCAA metabolism. As shown in Figure 6, the HFD group presented higher levels of isoleucine and valine. Additionally, the HFD group accumulated higher levels of several BCAA catabolites, including alpha-hydroxyisovalerate, beta-hydroxyisovalerate, 2-methylbutrylcarnitine, tiglyl carnitine, isobutyrylcarnitine, and 3-hydroxyisobutyrlcarnitine. Alpha-hydroxyisovalerate is a 2-hydroxycarboxylic acid formed from 4-methyl-2-oxopentanoic acid (i.e., a keto acid derived from leucine). On the other hand, 2-methylbutryl-carnitine, tiglyl carnitine, isobutyrylcarnitine, and 3-hydroxy-isobutyrlcarnitine are carnitine derivatives of fatty acid coenzyme A (CoA), which are formed in the downstream steps of BCAA catabolism. Collectively, these changes are consistent with alterations in the rates of BCAA utilization and/or uptake in the HFD-fed mice, suggesting alterations in energy metabolism and neurotransmitter synthesis [44].

### 3.6. Changes in Lysine Metabolism

Lysine degradation in humans occurs through two distinct but convergent pathways: the saccharopine pathway and the pipecolate pathway. The saccharopine pathway is the main catabolic pathway through which lysine catabolism occurs. However, the pipecolate pathway is dominant in the brain [45]. Higher levels of lysine and several lysine-derived catabolites (pipecolate, 2-aminoadipate, and glutarate) were detected in the HFD group (Figure 7). In turn, these changes were consistent with alterations in the rates of lysine uptake and/or catabolism. It should be noted that 2-aminoadipate is a marker of oxidative stress [46]. The 2-Aminoadipate can also antagonize neuroexcitatory activity modulated by the N-methyl-D-aspartate (NMDA) receptor [47]. Moreover, lower levels of 5-aminovalerate were observed in the HFD group, and 5-Aminovalerate can be generated either endogenously or through bacterial activity. Lower levels of this metabolite may thus reflect alterations in gut microbiome metabolism, as discussed below [48]. The HFD-fed group displayed elevated levels of all three branched-chain amino acids (BCAAs), including leucine, isoleucine, and valine (Figure 6). The changes in these amino acids reflect either increased protein breakdown within brain cells (e.g., neurons, glia) or increased uptake of amino acids into the brain from the bloodstream. Among other amino acid metabolites, significant increases in the lysine catabolite 5-aminovalerate were also found in the brain tissues of the HFD-fed mice, indicating alterations in the utilization, catabolism, and/or uptake of lysine.

### 3.7. N-Acetylamino Acids

N-acetyl amino acids are synthesized either via specific N-acetyltransferases or throughout the degradation of N-acetylated proteins by specific hydrolases. N-terminal acetylation of proteins is known to protect and stabilize proteins [49,50]. In this study, the HFD group displayed elevated levels of several N-acetylated amino acids including N-acetylthreonine, N-acetylasparagine, N-acetylglutamine, N-acetylhistidine, and N-acetylleucine (Figure 8). These changes suggest that the HFD treatment induces amino acid imbalances such as increased protein breakdown.

### 3.8. Alterations in Arginine Metabolism, Urea Cycle Metabolites, and Uracil Metabolites

The HFD group exhibited lower arginine levels, which were accompanied by elevated urea levels (Figure 9A), suggesting increased arginase activity that hydrolyzes arginine into urea and ornithine. In addition to these changes, the HFD group also displayed elevated levels of homocitrulline, a metabolite formed from lysine and carbamoyl phosphate via the activity of ornithine-transcarbamylase (OTC). Homocitrulline is a metabolic precursor of homoarginine, an arginine analog that can inhibit arginase. It was unclear whether homocitrulline accumulated due to changes in lysine metabolism (described above) or alterations in arginase activity. N-delta-acetylornithine was also present at lower levels in the HFD group. This metabolite can be derived from both ornithine and glutamate. The HFD brain samples also exhibited elevated levels of 5,6-dihydrouracil and 3-ureidopropionate, both of which are metabolites involved in uracil catabolism (Figure 9B). These changes were consistent with alterations in the rate of uracil degradation and may be related to changes in the urea cycle, as both involve changes in nitrogen balance.

### 3.9. Gut Microbiome Metabolites

The brains of the HFD-fed mice exhibited alterations in the levels of ippurate and several aromatic amino acid catabolites of microbial origin such as *p*-cresol sulfate, phenol sulfate, indolepropionate, and 3-indoxyl sulfate (Figure 10). Hippurate is synthesized in the liver from glycine and benzoic acid [51]. The *p*-cresol sulfate and phenol sulfate are generated from the microbial breakdown of tyrosine, whereas indolepropionate and 3-indoxyl sulfate are formed via the microbial breakdown of tryptophan. Therefore, the observed alterations in the levels of these metabolites in the brain could reflect differences in the rates at which these catabolites are produced or, alternatively, differences in the rates of brain uptake.

### 3.10. Integration Analysis of Transcriptomic and Metabolomic Data

Multiomic profiling is a comprehensive approach that provides more indepth insights into the molecular mechanisms of biological phenomena compared to transcriptomic, proteomic, or metabolomic analyses alone [52]. Therefore, MetaboAnalyst 5.0 was used in this study to conduct joint pathway analysis of transcriptomic and metabolomic data. Notably, the dysregulated pathways at both the metabolomic and mRNA expression levels in acute HFD-exposed brain were involved in aminoacyl-tRNA biosynthesis, arginine biosynthesis, valine–leucine–isoleucine biosynthesis, and nitrogen metabolism, among other processes. Figure 11 shows the altered pathways, including the metabolic pathways of interest. Four metabolic pathways (i.e., aminoacyl-tRNA biosynthesis, arginine biosynthesis, valine–leucine–isoleucine biosynthesis, and nitrogen metabolism) had *p*-values < 0.05 and impact coefficients > 0.2, indicating that these pathways were regulated due to HFD treatment.

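Of the mRNAs behind these pathways, 43 of 44 listed aminoacyl-tRNA biosynthesis genes were tested and had a median log2 fold change of -0.04 (camera, unadjusted p of 0.702 and adjusted p = 0.858). The 14 arginine biosynthesis genes tested had a median log2 fold change of -0.06 (camera, unadjusted p of 0.122 and adjusted p = 0.327). For 4 genes of valine, leucine and isoleucine biosynthesis, the data gave a median log2 fold change of -0.05 (camera, unadjusted p of 0.903 and adjusted p = 0.988). Nitrogen metabolism, with 13 genes tested, had a median log2 fold change of -0.07 (camera, unadjusted p of 0.0165 and adjusted p = 0.102). With each library left out in turn, the median of the branched-chain amino acid genes ran from -0.21, without HFD replicate 1, to 0.20, without NCD replicate 3. That of the aminoacyl-tRNA genes was 0.04 without NCD replicate 2, that of the arginine genes -0.11 without the same library, and that of nitrogen metabolism -0.12 without NCD replicate 1. In each of these fits the adjusted p of the 4 lists stayed over 0.05. The lists were written from general knowledge of the pathways, since the pathway tables behind Figure 11 were not used here. Of the 92 genes of Tables S1 and S2, Car3 was the only one on these lists. At an unadjusted p under 0.05 there were 3 aminoacyl-tRNA genes, namely Aars2, Tars2 and Yars2, and 2 nitrogen metabolism genes, namely Car3 and Car15. After adjustment over the list alone and over all genes tested, 0 genes of the lists had a p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exon of Gm20518 overlaps Car15 on the same strand, so its count is uncertain.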

## 4. Discussion

High-fat diets are known to contribute to central energy homeostasis and neural functions by dysregulating synaptic plasticity, exacerbating neuroinflammation, and suppressing long-term potentiation. Although many studies have demonstrated that chronic HFD treatment induces gene expression changes in the brain, the impact of short-term HFD on the brain had remained largely unexplored. Therefore, this study sought to define the major molecular changes in the brain induced by acute HFD treatment at the transcriptome and metabolite level in an unbiased manner.

According to our RNA-Seq results, the expression of 92 mRNAs changed significantly in the mouse brain in response to acute HFD exposure, of which 36 mRNAs were upregulated and 56 were downregulated. 

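After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test over the 13771 genes tested, 0 genes had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 507 genes, where chance alone gives 688.55. The smallest adjusted p was 0.519, for Cartpt, which was lower on the HFD in 3 of 3 libraries and is listed in Table S2. Each other gene of Tables S1 and S2 that was tested had an adjusted p above that of Cartpt. Counts were simulated from these libraries' means and sizes, with 200 genes changed by 2-fold. All genes had the same dispersion there, and no library differed in tissue. The same test recovered 172 of the 200 at an adjusted p under 0.05 and also called 7 unchanged genes. Of the changed genes with a mean count under 20 it recovered 2 of 11, and of those with a higher mean count 170 of 189. Single genes may spread more than this in the real libraries, so these shares may overstate the power of the test there. The alternative that moved the count most was the fit without a count filter, which gave 23 genes with an adjusted p under 0.05. These included Gh, Prl, Cga and Fshb, with their highest counts in HFD replicate 3, and Alb and Ahsg, highest in NCD replicate 2. Cartpt and globin genes were also among them. Part of this count therefore rests on single libraries. With DESeq2 the count was 2, namely Cartpt and 8430408G22Rik. From the gene ontology categories enriched among its genes, the paper proposes changes in neural signaling events.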

GO enrichment analysis of the differentially expressed mRNAs revealed the dysregulation of the “phosphorylation”, “positive regulation of ERK1 and ERK2 cascade”, and “intracellular signal transduction” pathways, among others. A recent transcriptomic study conducted by Yoon et al. demonstrated that chronic (i.e., eight weeks) HFD treatment altered the expression of synaptotagmin genes and NMDA receptor subunits in mice [22]. 

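In the HFD libraries after 10 days, 15 synaptotagmin genes and 6 NMDA receptor subunit genes had enough counts to be tested. The median log2 fold change was -0.07 over the synaptotagmins and -0.08 over the NMDA receptor subunits. As sets, neither moved against the other genes (camera with a preset correlation of 0.01, unadjusted p of 0.678 and 0.575, adjusted p = 0.858 and 0.828 over 33 gene lists). Without HFD replicate 3 the median of the NMDA receptor subunits was 0.03 and that of the synaptotagmins -0.01. In each list, 1 gene had an unadjusted p under 0.05, while 0 genes passed an adjusted p of 0.05, both adjusted over the list alone and over all genes tested. Grin2a, on chromosome 16 from 9567898 to 9995560 of GRCm38, had counts of 7, 11 and 8 in the NCD libraries and 26, 13 and 13 in the HFD libraries. Its log2 fold change was 1.22 (standard error 0.50, with an unadjusted p of 0.0253 and a p of 0.152 adjusted over the list alone from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Syt16 had a log2 fold change of 0.29 (standard error 0.13, with an unadjusted p of 0.0437 and a p of 0.552 adjusted over the list alone from the same test). An exon of Gm29587 overlaps Syt16 on the other strand, so part of its reads is uncertain. Over the 2 lists, single genes ranged from -0.34 to 1.22.

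**Figure D2:**
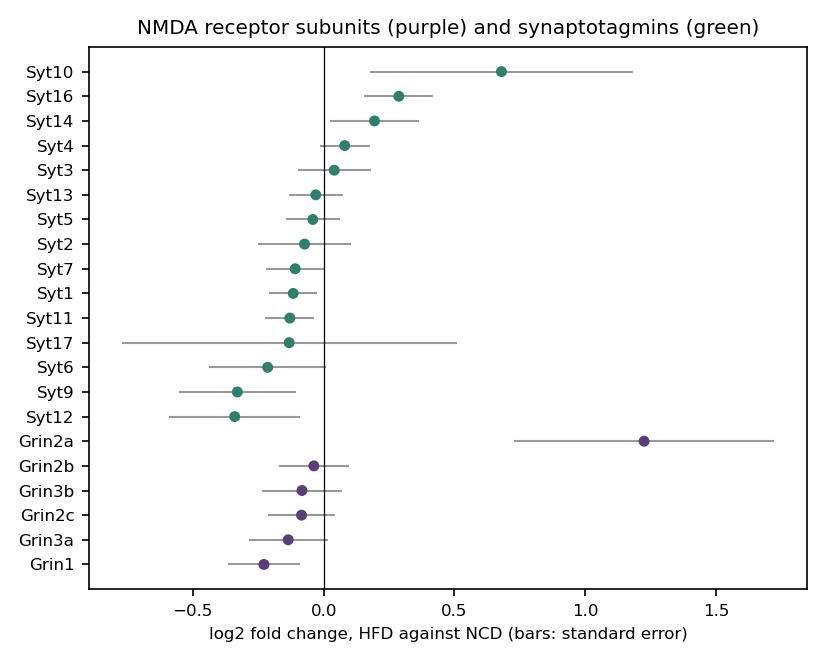
Log2 fold change of HFD against NCD with its standard error for the 6 NMDA receptor subunit genes and the 15 synaptotagmin genes tested. Grin2a has the highest value, 1.22.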

In our 10 day study, the HFD-treated mice did not exhibit perturbations in the aforementioned target genes. Instead, we observed aberrant upregulation of serotonin receptor 2A and synaptopodin-2, which is known to control dendritic spine plasticity in the hippocampus [53]. Moreover, we observed a notable downregulation of several key signaling factors involved in neural communication such as phospholipase C 1 beta, opioid receptor delta 1, and cyclin-dependent kinase 2 (Cdk2). 

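The serotonin receptor 2A gene Htr2a, on chromosome 14 from 74640840 to 74709494 of GRCm38, was under the count filter, with counts of 1, 8 and 7 in NCD replicates 1, 2 and 3 and 8, 25 and 22 in HFD replicates 1, 2 and 3. In the fit without a filter its log2 fold change was 1.95 (standard error 0.61, unadjusted p = 0.0016 and adjusted p = 0.458 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p ranged from 0.16 to 1 over the alternatives. Htr2a was higher on the HFD in 3 of 3 libraries. The synaptopodin-2 gene Synpo2, on chromosome 3 from 123076519 to 123236149, had 4.85 ± 0.54 CPM (SD, n = 3) on the HFD and 2.3 ± 0.926 CPM (SD, n = 3) on the NCD. This is a log2 fold change of 1.06 (standard error 0.35, unadjusted p = 0.008 and adjusted p = 0.979 from the same test). With each library left out in turn, the log2 fold change stayed between 1.52 and 2.34 for Htr2a and between 0.84 and 1.44 for Synpo2.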

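Of the phospholipase C beta genes, Plcb1, on chromosome 2 from 134786067 to 135475258 of GRCm38, had 285 ± 18.1 CPM (SD, n = 3) on the HFD and 296 ± 43.7 CPM (SD, n = 3) on the NCD. The log2 fold change of -0.06 (standard error 0.12) was smaller than the spread between replicates, and was 0.05 without NCD replicate 1. An exon of 9630028H03Rik overlaps Plcb1 on the other strand. Plcb2, which Table S2 lists, had counts of 11, 10 and 16 in the NCD libraries and 3, 5 and 4 in the HFD libraries and was under the count filter. In the fit without a filter its log2 fold change was -1.40 (standard error 0.73, unadjusted p = 0.0551 and adjusted p = 0.941 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The opioid receptor gene Oprd1 was also under the filter, with counts of 12, 17 and 10 on the NCD and 4, 2 and 1 on the HFD, and its log2 fold change without a filter was -2.21 (standard error 0.80, unadjusted p = 0.00623 and adjusted p = 0.726 from the same test). Cdk2, on chromosome 10 from 128697939 to 128705031, shares exon sequence with Pmel on the other strand, and its counts may hold reads of both. It fell by 1.03 on the log2 scale (standard error 0.39, unadjusted p = 0.0168 and adjusted p = 0.979 over the genes tested). The log2 fold change of Cdk2 was -0.95 with an unadjusted p of 0.0568 without NCD replicate 2 and -0.81 with an unadjusted p of 0.0896 without HFD replicate 2. Plcb2, Oprd1 and Cdk2 were each lower on the HFD in 3 of 3 libraries, but Table S2 was drawn from these same libraries.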

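Foxb1, on chromosome 9 from 69757710 to 69760940 of GRCm38, had counts of 15, 24 and 18 in the NCD libraries and 6, 9 and 7 in the HFD libraries, a log2 fold change of -1.16 (standard error 0.45). An exon of B230323A14Rik overlaps Foxb1 on the other strand, so its count is uncertain. The fold change of Foxb1 on the log2 scale was -0.98 with an unadjusted p of 0.092 without NCD replicate 2. Without HFD replicate 1 it was -1.11 with an unadjusted p of 0.0638, and without HFD replicate 2 it was -1.20 with an unadjusted p of 0.0537. Foxa2 had counts of 12, 14 and 17 on the NCD and 4, 10 and 0 on the HFD and a log2 fold change of -1.42 (standard error 0.65). The lowest of these counts came from HFD replicate 3, in which most midbrain transcripts were lowest, and without it the log2 fold change was -0.89 with an unadjusted p of 0.156. Foxa2 kept an unadjusted p under 0.05 only without HFD replicate 2 among the fits that left out a library, and without NCD replicate 3 its p was 0.102. Aspm was under the count filter, with counts of 9, 8 and 14 and 1, 6 and 2 on the NCD and HFD, and its log2 fold change without a filter was -1.58 (standard error 0.82, unadjusted p = 0.0549). Without HFD replicate 2 it was -2.37 with an unadjusted p of 0.0318. Rfx4 had 14.6 ± 0.894 CPM (SD, n = 3) on the NCD and 9.22 ± 2.42 CPM (SD, n = 3) on the HFD, a log2 fold change of -0.67 (standard error 0.20). Without HFD replicate 3 its log2 fold change was -0.51, under the 1.5-fold threshold. The adjusted p was 0.979 for Foxb1, Foxa2 and Rfx4 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested) and 0.941 for Aspm in the fit without a filter.

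**Figure D3:**
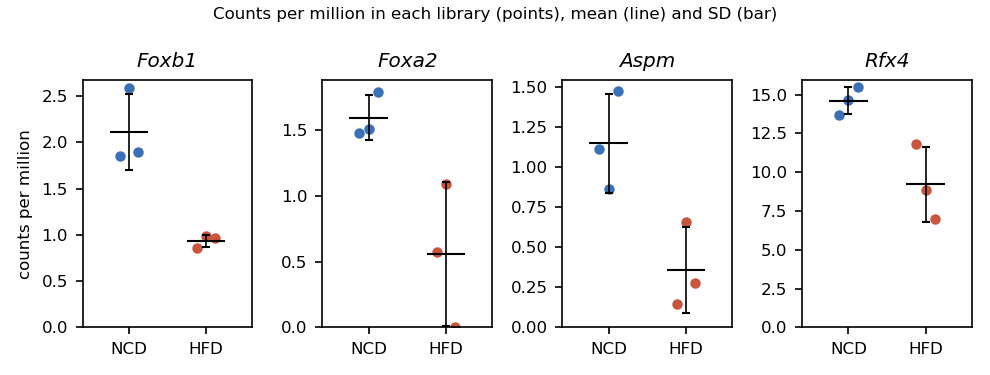
CPM of Foxb1, Foxa2, Aspm and Rfx4 in the 3 NCD and 3 HFD libraries, with the mean as a line and the SD as a bar. For each gene, the HFD libraries all lie below the NCD libraries. The paper picked these genes from the same libraries.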

Acute HFD treatment also markedly affected the expression of genes responsible for brain development and morphogenesis (e.g., Foxb1, Foxa2, ASPM, RFX4) [54,55,56,57], further confirming the link between acute HFD treatment and neuronal signaling defects.

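The tests covered 28 of 46 listed genes of metabolic endocrine factors, their receptors and neuropeptides, and 79 of 82 listed genes of energy metabolism enzymes. The median log2 fold change was -0.03 for the endocrine genes (camera, unadjusted p of 0.198 and adjusted p = 0.467 over 33 lists). For the enzymes it was 0.00771 (camera, unadjusted p of 0.919 and adjusted p = 0.988). Without HFD replicate 3 the median was 0.00771 for the endocrine genes and -0.0055 for the enzymes. Of the enzyme genes, 0 had an adjusted or unadjusted p under 0.05, and their log2 fold changes lay between -0.26 and 0.99. Among the endocrine genes, 1 had an unadjusted p under 0.05, 1 had a p under 0.05 adjusted over the list alone and 0 had one adjusted over all genes tested. This gene was Cartpt, which encodes the cocaine- and amphetamine-regulated transcript prepropeptide and lies on chromosome 13 from 99898489 to 99901091 of GRCm38. It had 30.5 ± 5.06 CPM (SD, n = 3) on the NCD and 17 ± 0.266 CPM (SD, n = 3) on the HFD. Cartpt had a log2 fold change of -0.85 (standard error 0.15), with a p of 0.00105 adjusted over the list alone and of 0.519 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over all genes, its p was 0.0423 with DESeq2 and 0.00107 with edgeR's test without a count filter. It stayed over 0.05 under the other alternatives. Cartpt is also among the hypothalamus transcripts that were lower in the HFD libraries as a set. The median of that set was -0.05 without HFD replicate 3 (camera, adjusted p = 0.335), whereas the level of Cartpt was close to the same in the 3 HFD libraries. Pomc had counts of 25, 43 and 11 in NCD replicates 1, 2 and 3 and 14, 35 and 89 in HFD replicates 1, 2 and 3, and its highest count came from HFD replicate 3, which also held pituitary transcripts.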

Surprisingly, acute HFD treatment had no effect on metabolic endocrine factors or enzymes associated with energy metabolism. Instead, we observed changes in the expression of metabolic enzymes such as aldehyde dehydrogenase (ALDH3b2), which is involved in the metabolism of a toxic aldehydic metabolite of dopamine in the brain [58], suggesting possible changes in catecholamine networks. 

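Aldh3b2, on chromosome 19 from 3972328 to 3981646 of GRCm38, had 1.36 ± 0.643 CPM (SD, n = 3) on the HFD and 2.67 ± 0.335 CPM (SD, n = 3) on the NCD. This was a log2 fold change of -0.94 (standard error 0.43, unadjusted p = 0.0462 and adjusted p = 0.979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.63 with an unadjusted p of 0.181 without HFD replicate 3, and the unadjusted p was over 0.05 in all fits that left out a library except the one without HFD replicate 2.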

Our findings also demonstrated the downregulation of GTP cyclohydrolase 1 (GCH1), a known Parkinson’s disease (PD) risk gene. Specifically, GCH1 mediates the rate-limiting step for the production of tetrahydrobiopterin (BH4), an essential cofactor required for the synthesis of monoaminergic neurotransmitters such as serotonin and dopamine [59]. 

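Gch1, on chromosome 14 from 47153895 to 47189413 of GRCm38, had counts of 27, 37 and 31 in the NCD libraries and 12, 14 and 4 in the HFD libraries. Its log2 fold change was -1.46 (standard error 0.42, unadjusted p = 0.00318 and adjusted p = 0.979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between -1.70 and -1.12, and each of these fits kept an unadjusted p under 0.05. Gch1 is on the list of midbrain and raphe transcripts, of which HFD replicate 3 had the fewest counts.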

GCH1 deficiency was recently shown to activate the innate immune response in the brain [60]. Furthermore, genes involved in immunity and infection [e.g., chemokine ligand 19 (ccl19), dedicator of cytokinesis 8 (DOCK8), and intercellular adhesion molecule-1 (ICAM-1)] [61,62] were also significantly dysregulated. 

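Ccl19, on chromosome 4 from 42754525 to 42756577 of GRCm38, had counts of 6, 6 and 8 in the NCD libraries. In the HFD libraries its counts were 0, 1 and 2, all at or under the floor of 3. The NCD mean was 1.9-fold above this floor, a value that leaves out the error of the few NCD counts. The log2 fold change without a filter was -2.40 (standard error 1.195), so the smallest fall is not well set. Ccl19 was under the count filter, and its unadjusted p without a filter was 0.0454. Among the fits that left out a library, only the one without HFD replicate 3 kept an unadjusted p under 0.05, and without HFD replicate 1 it was 0.148. Dock8 had 2.72 ± 0.543 CPM (SD, n = 3) on the NCD and 0.974 ± 0.683 CPM (SD, n = 3) on the HFD, with a log2 fold change of -1.43 (standard error 0.50). This was -1.01 with an unadjusted p of 0.0527 without HFD replicate 3. Icam1, on chromosome 9 from 21015985 to 21028817, had a log2 fold change of -1.20 (standard error 0.44), which was -0.96 with an unadjusted p of 0.0667 without HFD replicate 3 and -1.13 with an unadjusted p of 0.0501 without HFD replicate 1. An exon of Gm47079 overlaps Icam1 on the other strand, so part of its count is uncertain. The adjusted p was 0.979 for both Dock8 and Icam1 and 0.941 for Ccl19 in the fit without a filter (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

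**Figure D4:**
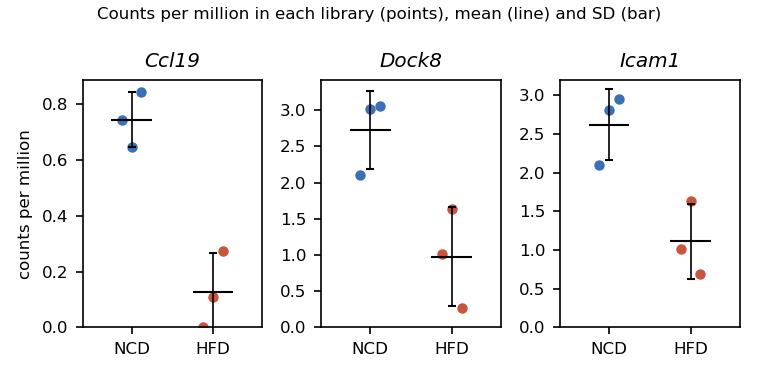
CPM of Ccl19, Dock8 and Icam1 in the 3 NCD and 3 HFD libraries, with the mean as a line and the SD as a bar. For each gene, the HFD libraries all lie below the NCD libraries. The paper picked these genes from the same libraries.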

Taken together, these transcriptomic changes in the brain in response to acute HFD feeding provide key insights into the molecular mechanisms underlying HFD-induced neural dysfunction, which can lead to impairments in cognition, mood control, and central nervous system (CNS) immunity.

Consistent with the results of our RNA-seq analyses, acute HFD treatment did not alter the levels of metabolites related to energy and glucose metabolism. Instead, our metabolomic data revealed marked HFD-induced changes in metabolites related to oxidative stress, amino acid metabolism (e.g., BCAA catabolism and lysine metabolism), nitrogen metabolism (e.g., urea cycle and uracil metabolism), and the gut microbiome. In a previous study, nuclear magnetic resonance (NMR)-based metabolomics analyses revealed significant changes in alanine, creatine/phosphocreatine, taurine, and myo-inositol levels after eight weeks of chronic HFD feeding [63]. In another study, long-term HFD treatment modulated the levels of membrane phospholipids and diacylglycerol in the brain [64]. Although both acute and chronic HFD treatment increased the levels of metabolites associated with oxidative stress, acute HFD treatment appeared to have a more pronounced effect on amino acid metabolism and nitrogen metabolism in the brain during the early stages of the feeding experiment. The major changes in BCAA and lysine metabolism observed after HFD treatment suggested that HFD could significantly affect neural control. Glutamate, which is synthesized via BCAA transamination, is an excitatory neurotransmitter and substrate for the production of the major inhibitory neurotransmitter gamma-aminobutyric acid (GABA). Current understandings of the role of BCAAs in the brain are consistent with the association of glutamatergic and/or GABAergic systems in the etiology of neurological disorders. Fluctuations in BCAA levels significantly influence CNS function, particularly the balance between excitation and inhibition. BCAA metabolism contributes to the synthesis of new glutamate when this amino acid becomes depleted in the neurons in response to oxidative stress, and, therefore, this process plays a crucial role in brain function homeostasis. Decreases in the levels of the BCAAs are typically observed in psychiatric patients with major depressive disorder, immune-related major depression, and bipolar disorder [65,66,67]. BCAA levels are also elevated in the hippocampus after antidepressant treatment [68]. Furthermore, 5-aminovaleric acid, which is endogenously synthesized or derived from the metabolism of lysine by gut microbiota, is also known to act as a methylene homolog of GABA and functions as a weak GABA agonist [69]. Recently, 5-aminovaleric acid was also identified in the plasma and brain tissues of Alzheimer’s disease patients [70].

The elevated levels of N-acetyl amino acids (e.g., N-acetylthreonine, N-acetylasparagine, N-acetylglutamine, N-acetylhistidine, and N-acetylleucine) in response to acute HFD also drew our attention. N-terminal-acetylation reactions mainly occur through N-acetyltransferase enzymes (NATs) [49,50]. N-acetylated amino acids such as N-acetylhistidine can be also produced by N-acylpeptide hydrolases which can degrade target proteins. In addition to the NAT enzymes and protein-based acetylation, Free amino acids can be acetylated. For example, N-acetylhistidine can be biosynthesized from L-histidine and acetyl-CoA by the enzyme histidine N-acetyltransferase. Many N-acetylamino acids are classified as uremic toxins when they are found in high abundance in the serum or plasma [71]. Uremic toxins are a diverse group of endogenously produced metabolites that can cause kidney damage and neurological deficits if not properly cleared or eliminated by the kidneys. In addition to precisely defining the molecular pathways through which HFD feeding leads to increased N-acetylamino acids, their effects on neural functions should also be further investigated.

A nearly fivefold increase in the levels of *p*-cresol sulfate (PCS), which is produced by gut microbiota from tyrosine degradation, was among the most striking changes induced by acute HFD treatment. PCS and 3-indoxyl sulfate are classified as uremic toxins that may contribute to CNS toxicity [72]. Moreover, growing evidence has demonstrated that PCS triggers cell death and dysfunction by inducing oxidative stress and inflammation, impairing mitochondrial dynamics, and suggesting pathogenic roles of PCS in CNS diseases [72,73]. Elevated levels of PCS have been detected in the urine and feces of autistic patients [74,75,76]. In rodents, PCS administration induced autism-like behavioral changes [77,78,79]. Additionally, acute HFD lowered indole proprionate (IPA), another microbiota-derived metabolite of tryptophan. As a strong free radical scavenger, IPA is known to play a neuroprotective role in lowering inflammation, lipid oxidation, and free radical formations [80]. Moreover, IPA levels significantly decrease in type two diabetes and obesity [81,82]. Collectively, our findings demonstrated that HFD administration for 10 days likely remodeled the gut microbiome and decreased intestinal epithelial permeability, thereby inducing dynamic changes in gut-derived metabolites that aggravate brain homeostasis and neural activities.

In conclusion, our study provides a detailed characterization of the molecular changes that occur in the brain in response to acute HFD treatment. Future studies will need to investigate the region-specific changes in the brain using various omics approaches such as epigenomics and proteomics. Single-cell data with a higher temporal resolution will also be required to identify reliable HFD biomarkers and gain mechanistic insights into whether such molecular dysregulations could be associated with obesity-linked central homeostasis and related psychiatric disorders.

## Figures and Tables

**Figure 1:**
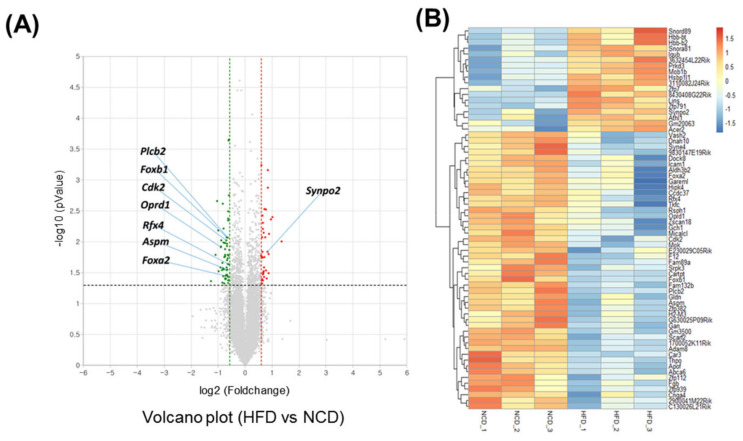
Transcriptome analysis of the brain under short-term HFD feeding. (**A**) Volcano plot analysis of differentially expressed genes (DEGs) after 10 days HFD feeding in which the red and green dot represent fold change > 1.5 and *p* value < 0.05 expression, namely the differential metabolites screened by univariate statistical analysis. (**B**) Heatmap of the significant differential expression gene.

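Among genes past both thresholds of the volcano plot whose HFD libraries all lay on one side of the NCD libraries, Gsap rose most, from counts of 1, 2 and 6 in the NCD libraries to 9, 25 and 9 in the HFD libraries. This was a log2 fold change of 2.38 (standard error 0.64), and without HFD replicate 2 Gsap had too few counts for the filter. Gsap was followed by Dmrtb1, Plekhh2, 6530403H02Rik and 8430408G22Rik. Plekhh2, on chromosome 17 from 84511895 to 84622138 of GRCm38, shares exon sequence with AC132353.1 on the other strand, and its reads may include those of that gene. Plekhh2 had counts of 96, 100 and 315 in HFD replicates 1, 2 and 3 and 51, 76 and 44 in the NCD libraries. The log2 fold change was 1.82 over all libraries and 0.95 with an unadjusted p of 0.00174 without HFD replicate 3, still past both thresholds. With robust estimation the unadjusted p of Plekhh2 was 0.0394. It was 0.079, over the threshold, with the unmoderated linear model after quantile normalization. The noncoding RNA 6530403H02Rik had a log2 fold change of 1.76 (standard error 0.67), which was 1.16 with an unadjusted p of 0.0603 without NCD replicate 3 and 1.42 with an unadjusted p of 0.0923 without HFD replicate 3. Without NCD replicate 2 it was 2.86 with an unadjusted p of 0.00365. The falls were led by Ahsg, which encodes a plasma protein made in the liver, with counts of 26, 62 and 15 on the NCD and 8, 11 and 0 on the HFD and a log2 fold change of -2.23 (standard error 0.65). Like Fgb, Ahsg was highest in NCD replicate 2. With each library left out in turn, its log2 fold change ran from -2.73, without HFD replicate 2, to -1.55, without NCD replicate 2. Its unadjusted p was 0.0521 with DESeq2 and 0.0768 with the unmoderated linear model after quantile normalization. Syne4 fell from 2.12 ± 0.798 CPM (SD, n = 3) to 0.569 ± 0.142 CPM (SD, n = 3). Fgb, Micalcl and Scarf2 were the remaining genes among the 5 that fell most. The adjusted p of Plekhh2 was 0.814 and that of Gsap, 6530403H02Rik, Ahsg and Syne4 was 0.979 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit without a count filter the same test gave an adjusted p of 4.68e-11 for Plekhh2 and 0.00809 for Ahsg. For Gsap, Syne4 and 6530403H02Rik it was 0.421, 0.631 and 0.711. Splits of the libraries that mixed the diets also gave genes with an adjusted p under 0.05 in that fit.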

**Figure 2:**
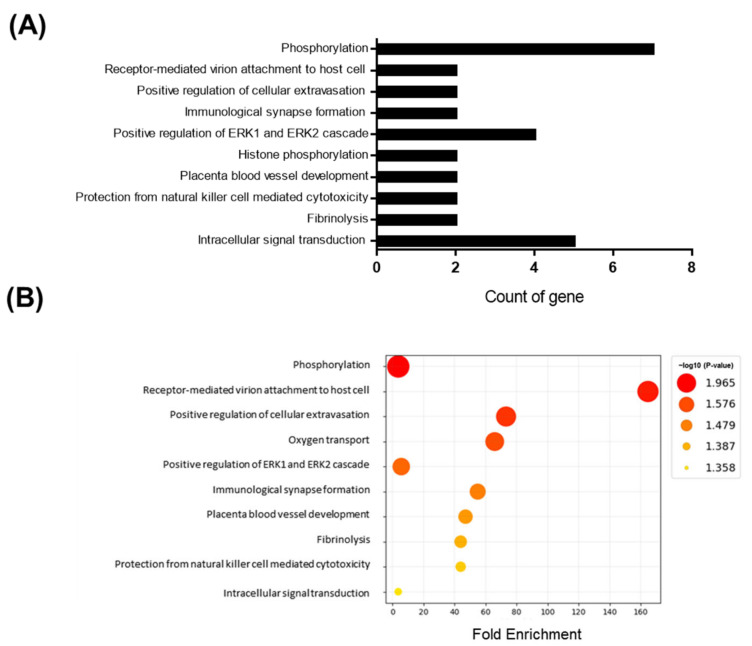
GO enrichment analysis for genes based on DEGs data. Y-axis represents the enriched GO terms; X-axis (**A**) represents the top 10 amount of the genes enriched in GO terms; X-axis (**B**) represents the ratio of the genes enriched in GO terms. The color and size of each bubble represent enrichment significance and the number of genes enriched in a GO term respectively. *p* < 0.05 was used as the threshold to select GO. GO—gene ontology.

**Figure 3:**
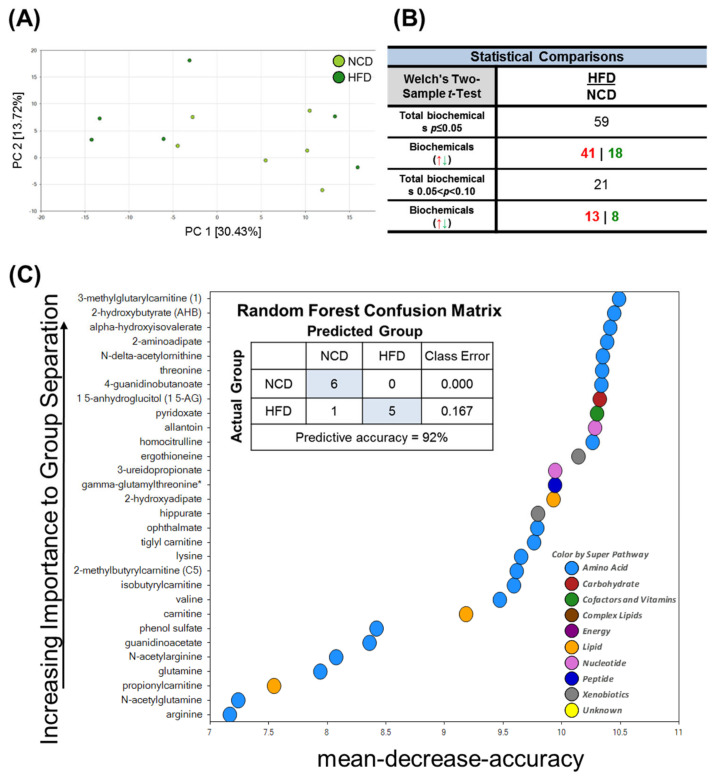
Principal component analysis (PCA), Welch’s two-sample *t*-Test, random forest (RF) of metabolites in the brain in mice fed NCD and HFD. PC is the principal component that distinguishes the NCD group and the HFD group. (**A**) PC1 is the first principal component; PC2 is the second principal component; PC1 explained 30.43% of the variation; PC2 explained 13.72% of the variation. (**B**) Metabolic changes statistical comparisons through Welch’s two-sample *t*-Test between the NCD group and HFD group. 59 statistically significant metabolites (*p* ≤ 0.05) out of 407 were identified in total biochemical. (**C**) Random forest analysis could distinguish between these two groups with a predictive accuracy of 92.0%. The figure presents the 30 top-ranked metabolites and their classification (indicated in the figure, lower right) based on their importance for the identification of the two groups.

**Figure 4:**
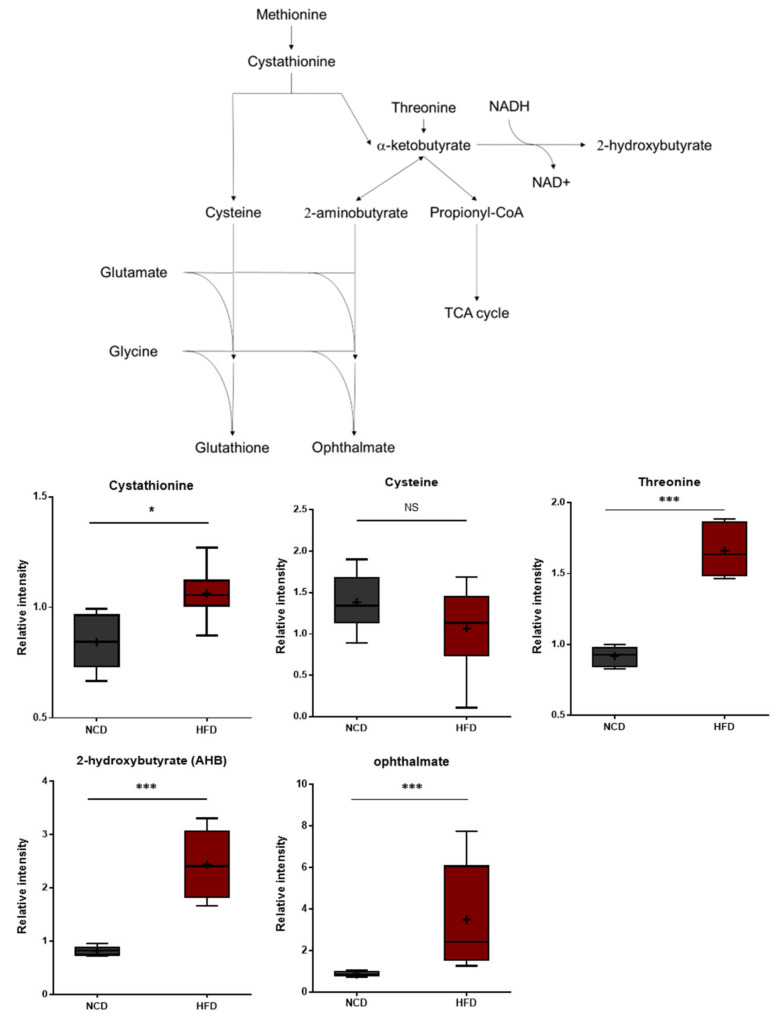
Pathway statistically significant biochemical profiled between NCD group and HFD group. In methionine, the cystenine–glutathione metabolism pathway leads to AHB and ophthalmate production increased in the HFD group which shows increased oxidative stress within cells. Data were presented as mean ± SD (*n* = 6) and two-way ANOVA with Bonferroni’s multiple comparison test. * *p* < 0.05; *** *p* < 0.001.

**Figure 5:**
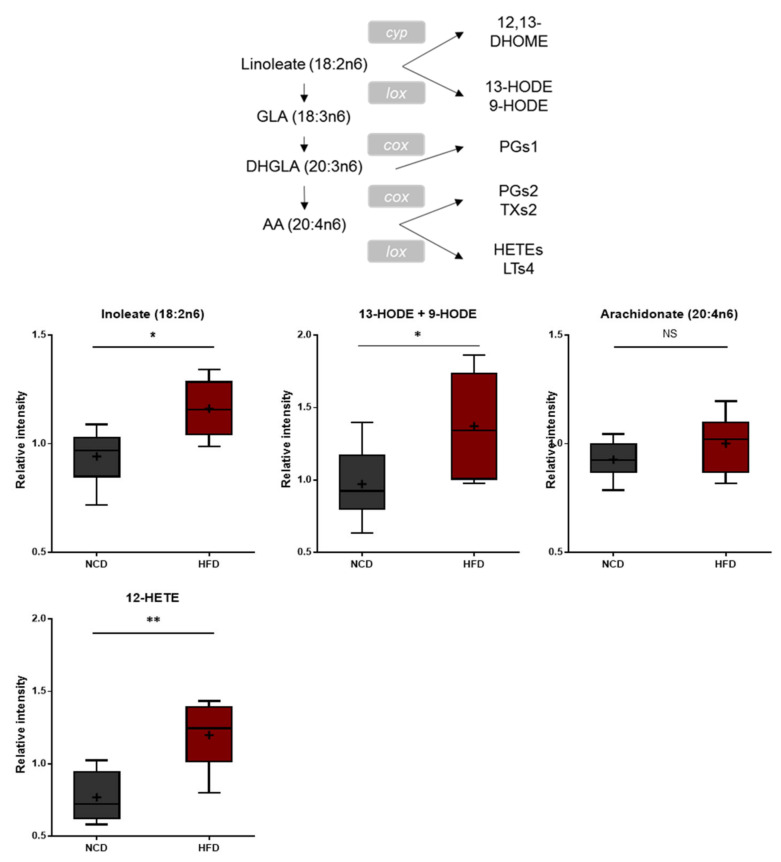
Pathway of statistically significant biochemicals profiled between NCD group and HFD group. In fatty acid, monohydroxy metabolism pathway markers of 13-HODE, + 9-HODE, and 12-HETE were elevated in the HFD group which suggests increased oxidative stress and inflammation. Data were presented as mean ± SD (*n* = 6) and two-way ANOVA with Bonferroni’s multiple comparison test. * *p* < 0.05; ** *p* < 0.01.

**Figure 6:**
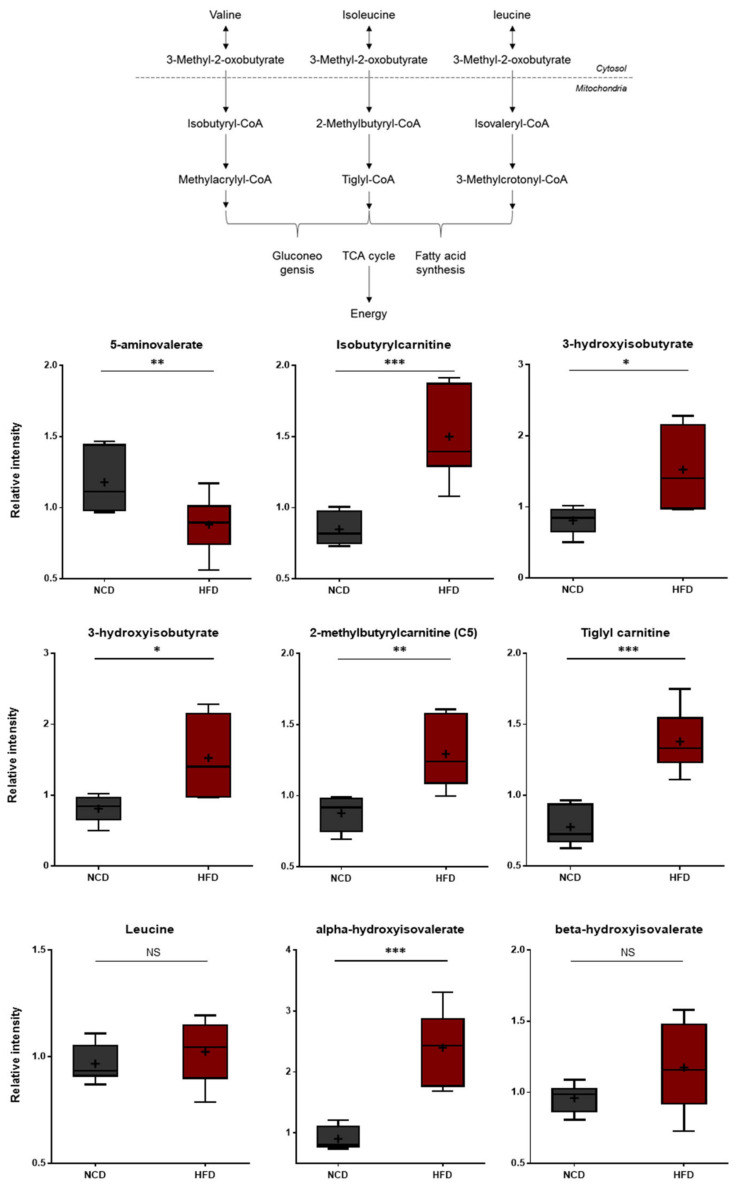
Pathway of statistically significant biochemicals profiled between NCD group and HFD group. Valine/Isoleucine/Leucine-Catabolites increased which present branched-chain amino acid metabolism is altered in the HFD group. Data were presented as mean ± SD (*n* = 6) and two-way ANOVA with Bonferroni’s multiple comparison test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 7:**
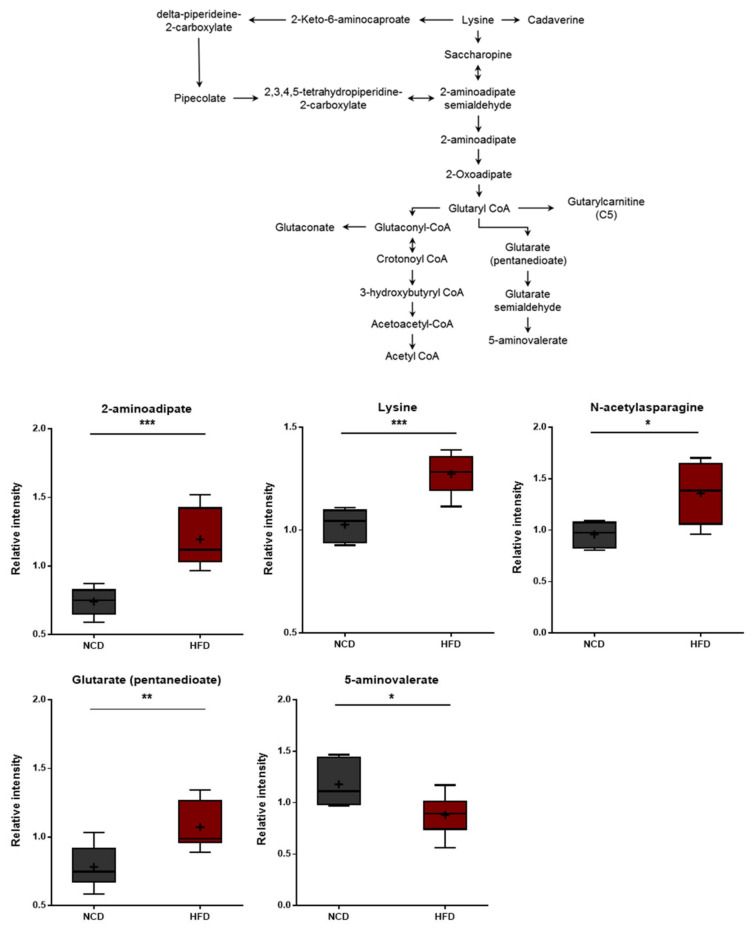
Pathway of statistically significant biochemicals profiled between NCD group and HFD group. Metabolites involved in the lysine metabolism were altered in the HFD group. Data were presented as mean ± SD (*n* = 6) and two-way ANOVA with Bonferroni’s multiple comparison test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 8:**
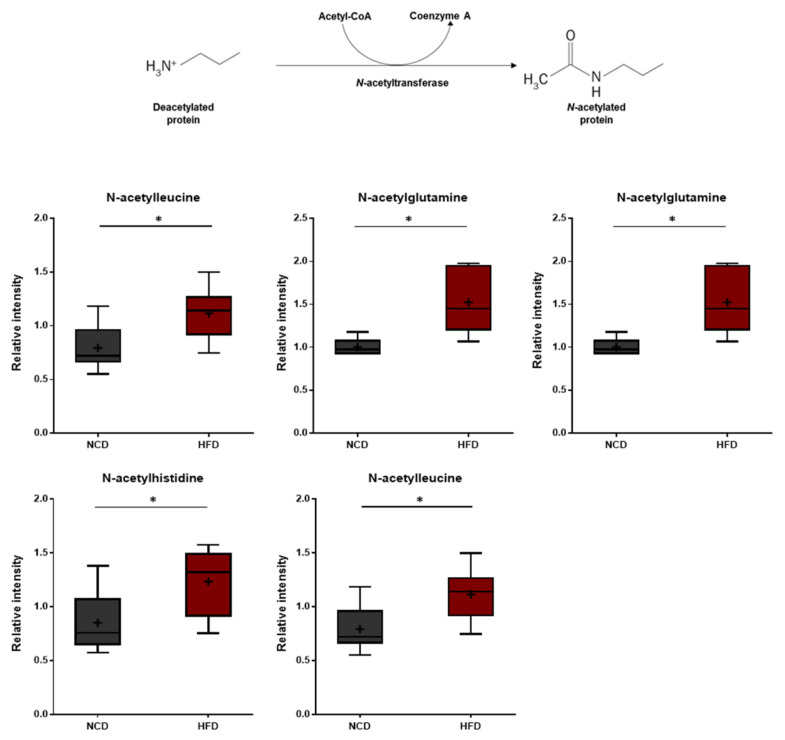
Pathway of statistically significant biochemicals profiled between NCD group and HFD group. Elevated N-terminal acetyl amino acids were detected in the HFD group. Data were presented as mean ± SD (*n* = 6) and two-way ANOVA with Bonferroni’s multiple comparison test. * *p* < 0.05.

**Figure 9:**
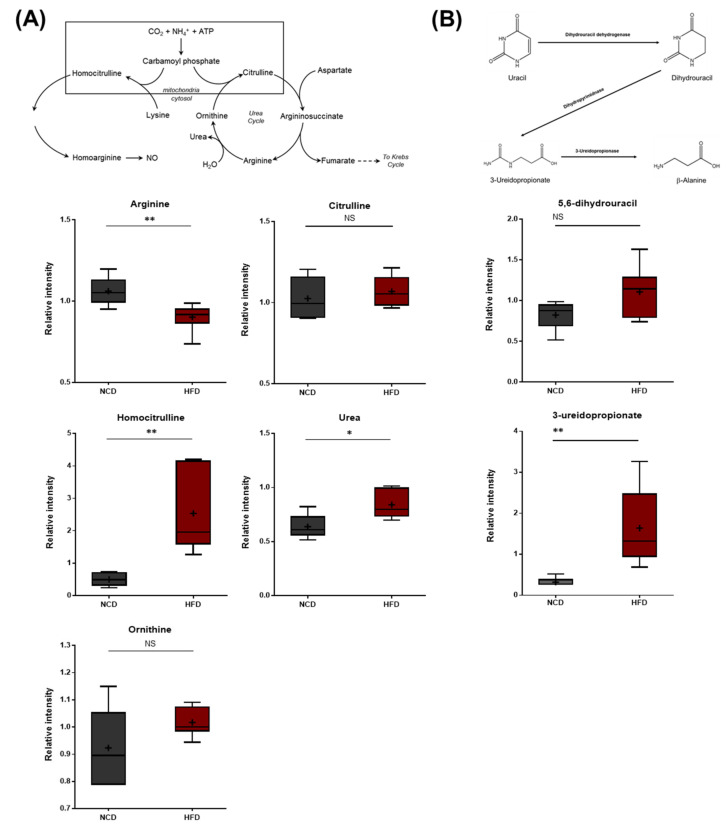
Pathway of statistically significant biochemicals profiled between NCD group and HFD group. Metabolites in (**A**) arginine metabolism, urea cycle pathway, and (**B**) uracil catabolism were altered in the HFD group. Urea was found at an elevated level via homocitrulline. Also, the HFD group exhibited elevated levels of uracil catabolism. Data were presented as mean ± SD (*n* = 6) and two-way ANOVA with Bonferroni’s multiple comparison test * *p* < 0.05; ** *p* < 0.01.

**Figure 10:**
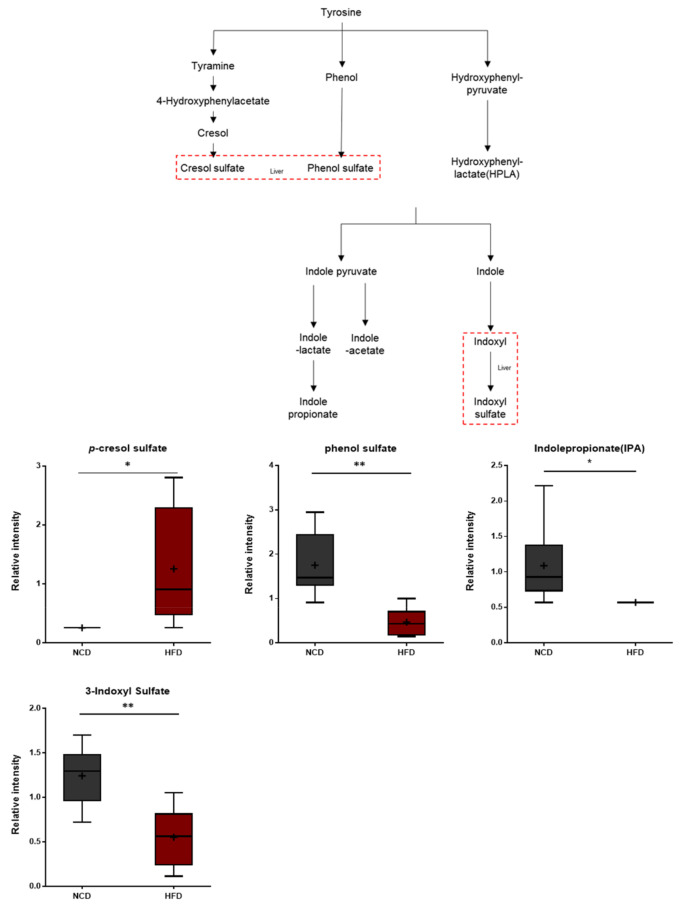
Pathway of statistically significant biochemicals profiled between NCD group and HFD group. Gut microbiome-derived metabolites such as *p*-cresol sulfate, phenol sulfate, indole propionate, and 3-indoxyl sulfate were altered in the HFD group. Data were presented as mean ± SD (*n* = 6) and two-way ANOVA with Bonferroni’s multiple comparison test. * *p* < 0.05; ** *p* < 0.01.

**Figure 11:**
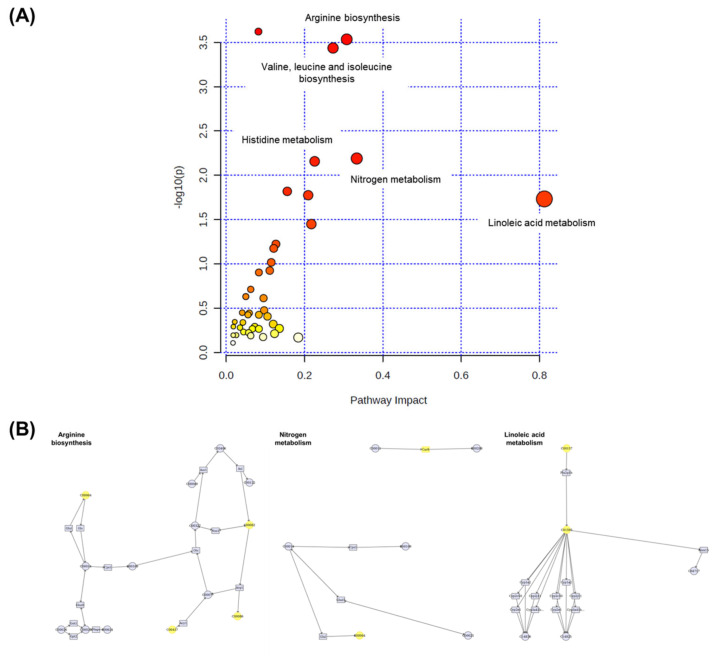
The pathway impact analysis. (**A**) The metabolic pathways were represented as circles according to their scores from enrichment (y-axis) and topology analyses (pathway impact and x-axis) using MetaboAnalyst 5.0. Darker circle colors indicated more significant changes in metabolites in the corresponding pathway. The size of the circle corresponds to the pathway impact score and was correlated with the centrality of the involved metabolites. (**B**) Three most representative pathways from metabolic pathway changes. The yellow circle represents the affected part of the detailed pathway.

## Data Availability

Data available in a publicly accessible repository.

## Supplementary Materials

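In a principal component analysis of log2 CPM of the 13771 genes tested, with a prior count of 2, the first component held 32.4% and the second 23.3% of the variance. On the first component, HFD replicate 3 lay at 38.6 and the other libraries between -20.8 and -3.14. On the second, NCD replicate 3 lay at -29.2, apart from the other NCD libraries at 11.3 and 15.3. The mean distance between libraries of different diets was 49.4 and that between libraries of the same diet 49.7. The difference of -0.315 was no larger than other splits of the 6 libraries gave (one-sided exact permutation p = 0.8, with 0.1 as the smallest p this design allows). It was 1.42 without HFD replicate 2 and 0.715 without HFD replicate 1, and -1.73 without HFD replicate 3.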

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo13030407/s1, Figure S1: KEGG pathway enrichment analysis for genes based on DEGs data; Figure S2: Principal component analysis (PCA) of RNA-seq result in brain in mouse fed NCD and HFD; Table S1: List of significant upregulated genes of RNA-Seq differential gene expression analysis; Table S2: List of significant downregulated genes of RNA-Seq differential gene expression analysis; Table S3: Summary of mapping rate of RNA-seq on DEGs data; Table S4: Summary of joint pathway integration analysis of transcriptomic and metabolomic data with Metaboanalyst 5.0; Table S5: Normality test result of 59 selected compounds of metabolon data; Table S6: Summary of Welch’s *t*-test and Wilcoxon test *p*-value and *q*-value result of 59 selected compounds of metabolon data. RNA-seq QC files.

# Supplementary material for: Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress
**Source:** Metabolites. 2023 Mar 9;13(3):407. doi: 10.3390/metabo13030407
**Supplement:** Supplementary file 1

HFD\_1.fastq.gz FastQC Report 

FastQC Report

월 22 8월 2022  
HFD\_1.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | HFD\_1.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 16810127 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 76 |
| %GC | 45 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| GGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 306099 | 1.8209202107753262 | No Hit |
| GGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 252752 | 1.5035698421552675 | No Hit |
| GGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 239581 | 1.4252182627769558 | No Hit |
| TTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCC | 195648 | 1.1638698505966076 | No Hit |
| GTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 155155 | 0.9229852933294317 | No Hit |
| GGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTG | 103797 | 0.617467078029809 | No Hit |
| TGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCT | 85303 | 0.5074500626913765 | No Hit |
| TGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 57780 | 0.3437213770008995 | No Hit |
| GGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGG | 55903 | 0.33255548872414825 | No Hit |
| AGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 41105 | 0.24452521982731004 | No Hit |
| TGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 37130 | 0.22087875957153683 | No Hit |
| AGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 36457 | 0.21687522051439587 | No Hit |
| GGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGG | 33707 | 0.20051603417392386 | No Hit |
| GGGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 28106 | 0.167196833194657 | No Hit |
| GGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 25630 | 0.15246761669319928 | No Hit |
| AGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 24089 | 0.14330052354750206 | No Hit |
| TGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 21855 | 0.13001091544400586 | No Hit |
| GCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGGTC | 20828 | 0.12390150294521868 | No Hit |
| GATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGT | 19428 | 0.1155731898991602 | No Hit |
| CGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 18035 | 0.10728651841833199 | No Hit |
| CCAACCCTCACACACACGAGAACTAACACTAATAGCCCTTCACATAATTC | 17356 | 0.10324728659099364 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress
**Source:** Metabolites. 2023 Mar 9;13(3):407. doi: 10.3390/metabo13030407
**Supplement:** Supplementary file 1

HFD\_2.fastq.gz FastQC Report 

FastQC Report

월 22 8월 2022  
HFD\_2.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | HFD\_2.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 21676101 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 76 |
| %GC | 44 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| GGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 367004 | 1.6931273756290395 | No Hit |
| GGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 304838 | 1.4063322550490054 | No Hit |
| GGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 278244 | 1.2836441387683144 | No Hit |
| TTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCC | 248768 | 1.147660273404336 | No Hit |
| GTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 193878 | 0.8944320752150028 | No Hit |
| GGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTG | 137250 | 0.6331858298685727 | No Hit |
| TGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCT | 103190 | 0.4760542497933553 | No Hit |
| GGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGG | 76985 | 0.3551607367026016 | No Hit |
| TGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 62522 | 0.28843748236825434 | No Hit |
| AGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 47620 | 0.2196889560534895 | No Hit |
| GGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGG | 46079 | 0.21257974393088497 | No Hit |
| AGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 42517 | 0.19614689929706455 | No Hit |
| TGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 41546 | 0.19166731138593607 | No Hit |
| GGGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 29927 | 0.1380644978541113 | No Hit |
| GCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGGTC | 28717 | 0.13248231312448674 | No Hit |
| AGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 28675 | 0.13228855134048323 | No Hit |
| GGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 27924 | 0.1288239061074683 | No Hit |
| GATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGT | 26067 | 0.12025686722902794 | No Hit |
| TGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 25201 | 0.11626168377790821 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress
**Source:** Metabolites. 2023 Mar 9;13(3):407. doi: 10.3390/metabo13030407
**Supplement:** Supplementary file 1

HFD\_3.fastq.gz FastQC Report 

FastQC Report

월 22 8월 2022  
HFD\_3.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | HFD\_3.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 20449066 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 76 |
| %GC | 46 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| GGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 450857 | 2.204780404151466 | No Hit |
| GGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 370601 | 1.8123126014655144 | No Hit |
| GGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 370200 | 1.8103516317077757 | No Hit |
| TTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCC | 303147 | 1.4824491250602838 | No Hit |
| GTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 238925 | 1.1683907714904926 | No Hit |
| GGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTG | 173821 | 0.8500192624934557 | No Hit |
| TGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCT | 136541 | 0.6677126476094312 | No Hit |
| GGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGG | 97017 | 0.47443242640030603 | No Hit |
| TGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 78514 | 0.3839490762071969 | No Hit |
| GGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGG | 57793 | 0.28261926486031197 | No Hit |
| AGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 56524 | 0.2764136024598874 | No Hit |
| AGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 51207 | 0.25041241492398725 | No Hit |
| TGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 49832 | 0.2436883914404697 | No Hit |
| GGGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 37216 | 0.1819936421546099 | No Hit |
| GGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 36310 | 0.17756312195383397 | No Hit |
| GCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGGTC | 34398 | 0.16821306166257177 | No Hit |
| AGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 34216 | 0.16732304546329893 | No Hit |
| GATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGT | 32464 | 0.1587554169955733 | No Hit |
| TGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 29903 | 0.14623161762009082 | No Hit |
| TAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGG | 25313 | 0.123785604682385 | No Hit |
| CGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 25172 | 0.12309608663789338 | No Hit |
| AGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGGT | 23899 | 0.11687086344188043 | No Hit |
| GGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 23497 | 0.11490500348524475 | No Hit |
| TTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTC | 21594 | 0.10559895498405648 | No Hit |
| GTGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 21411 | 0.10470404858588653 | No Hit |
| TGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 20521 | 0.10035177156746426 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress
**Source:** Metabolites. 2023 Mar 9;13(3):407. doi: 10.3390/metabo13030407
**Supplement:** Supplementary file 1

NCD\_1.fastq.gz FastQC Report 

FastQC Report

월 22 8월 2022  
NCD\_1.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | NCD\_1.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 19151128 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 76 |
| %GC | 45 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| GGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 329468 | 1.720358195089083 | No Hit |
| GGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 272636 | 1.4236028290344047 | No Hit |
| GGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 257044 | 1.3421872591525679 | No Hit |
| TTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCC | 218266 | 1.1397031026057578 | No Hit |
| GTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 171933 | 0.8977695726330063 | No Hit |
| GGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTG | 120716 | 0.6303336283899309 | No Hit |
| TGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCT | 94169 | 0.4917151616343434 | No Hit |
| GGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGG | 65360 | 0.3412853801614192 | No Hit |
| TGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 58104 | 0.30339727247397646 | No Hit |
| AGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 42910 | 0.22405990916044213 | No Hit |
| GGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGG | 38939 | 0.20332483809830942 | No Hit |
| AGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 38322 | 0.2001030957549863 | No Hit |
| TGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 37869 | 0.1977376998367929 | No Hit |
| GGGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 27807 | 0.14519771368036388 | No Hit |
| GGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 26711 | 0.13947481318071708 | No Hit |
| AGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 25503 | 0.13316709073220126 | No Hit |
| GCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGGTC | 22960 | 0.11988849951814848 | No Hit |
| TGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 22517 | 0.1175753198453898 | No Hit |
| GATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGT | 21846 | 0.11407160977671917 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress
**Source:** Metabolites. 2023 Mar 9;13(3):407. doi: 10.3390/metabo13030407
**Supplement:** Supplementary file 1

NCD\_2.fastq.gz FastQC Report 

FastQC Report

월 22 8월 2022  
NCD\_2.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | NCD\_2.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 21508147 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 76 |
| %GC | 44 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| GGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 342459 | 1.5922292143530543 | No Hit |
| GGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 286856 | 1.3337085709894023 | No Hit |
| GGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 255569 | 1.1882427621496172 | No Hit |
| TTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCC | 229022 | 1.0648151140123787 | No Hit |
| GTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 180217 | 0.8379010985930122 | No Hit |
| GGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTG | 120475 | 0.5601365845230646 | No Hit |
| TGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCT | 93414 | 0.43431914427588764 | No Hit |
| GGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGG | 65212 | 0.30319673749672627 | No Hit |
| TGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 56296 | 0.26174267825117614 | No Hit |
| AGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 46088 | 0.21428159292383486 | No Hit |
| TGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 40049 | 0.18620386033255212 | No Hit |
| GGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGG | 39390 | 0.18313990507875924 | No Hit |
| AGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 39335 | 0.18288418802419382 | No Hit |
| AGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 27851 | 0.12949046703093484 | No Hit |
| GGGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 27843 | 0.12945327182299804 | No Hit |
| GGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 27080 | 0.1259057788660269 | No Hit |
| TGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 24450 | 0.1136778542568079 | No Hit |
| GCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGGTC | 22678 | 0.10543911569880937 | No Hit |
| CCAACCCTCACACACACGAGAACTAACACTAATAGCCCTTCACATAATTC | 22231 | 0.10336083345534137 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress
**Source:** Metabolites. 2023 Mar 9;13(3):407. doi: 10.3390/metabo13030407
**Supplement:** Supplementary file 1

NCD\_3.fastq.gz FastQC Report 

FastQC Report

월 22 8월 2022  
NCD\_3.fastq.gz

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | NCD\_3.fastq.gz |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 22740197 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 76 |
| %GC | 47 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| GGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 529093 | 2.3266860880756663 | No Hit |
| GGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 440765 | 1.9382637714176354 | No Hit |
| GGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 435197 | 1.9137784954105719 | No Hit |
| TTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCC | 331015 | 1.4556382251217965 | No Hit |
| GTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 280570 | 1.2338063737970255 | No Hit |
| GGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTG | 171657 | 0.7548615344009553 | No Hit |
| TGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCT | 157274 | 0.6916123022153238 | No Hit |
| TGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 125147 | 0.5503338427543086 | No Hit |
| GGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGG | 88284 | 0.3882288266895841 | No Hit |
| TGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 70595 | 0.3104414618747586 | No Hit |
| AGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 69570 | 0.3059340251098089 | No Hit |
| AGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 62748 | 0.27593428500201644 | No Hit |
| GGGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 52894 | 0.23260132706853862 | No Hit |
| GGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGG | 50309 | 0.22123379142229946 | No Hit |
| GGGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 47235 | 0.20771587862673307 | No Hit |
| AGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 42641 | 0.18751376692119245 | No Hit |
| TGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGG | 41357 | 0.18186737784197735 | No Hit |
| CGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 36347 | 0.15983590643475956 | No Hit |
| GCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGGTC | 32221 | 0.14169182439360575 | No Hit |
| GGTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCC | 30463 | 0.13396102065430657 | No Hit |
| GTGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 28671 | 0.12608070193938953 | No Hit |
| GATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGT | 28472 | 0.12520559958209684 | No Hit |
| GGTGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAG | 27125 | 0.11928216804806045 | No Hit |
| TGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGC | 26248 | 0.1154255611769766 | No Hit |
| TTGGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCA | 25809 | 0.11349505899179324 | No Hit |
| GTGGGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 25737 | 0.11317843904342605 | No Hit |
| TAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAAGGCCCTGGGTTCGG | 23354 | 0.10269919825232825 | No Hit |
| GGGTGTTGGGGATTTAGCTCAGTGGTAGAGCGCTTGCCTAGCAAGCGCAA | 22988 | 0.10108971351479497 | No Hit |

## Adapter Content

Produced by FastQC (version 0.11.8)

# Supplementary material for: Metabolic and Transcriptomic Changes in the Mouse Brain in Response to Short-Term High-Fat Metabolic Stress
**Source:** Metabolites. 2023 Mar 9;13(3):407. doi: 10.3390/metabo13030407
**Supplement:** Supplementary file 1

## Slide 1
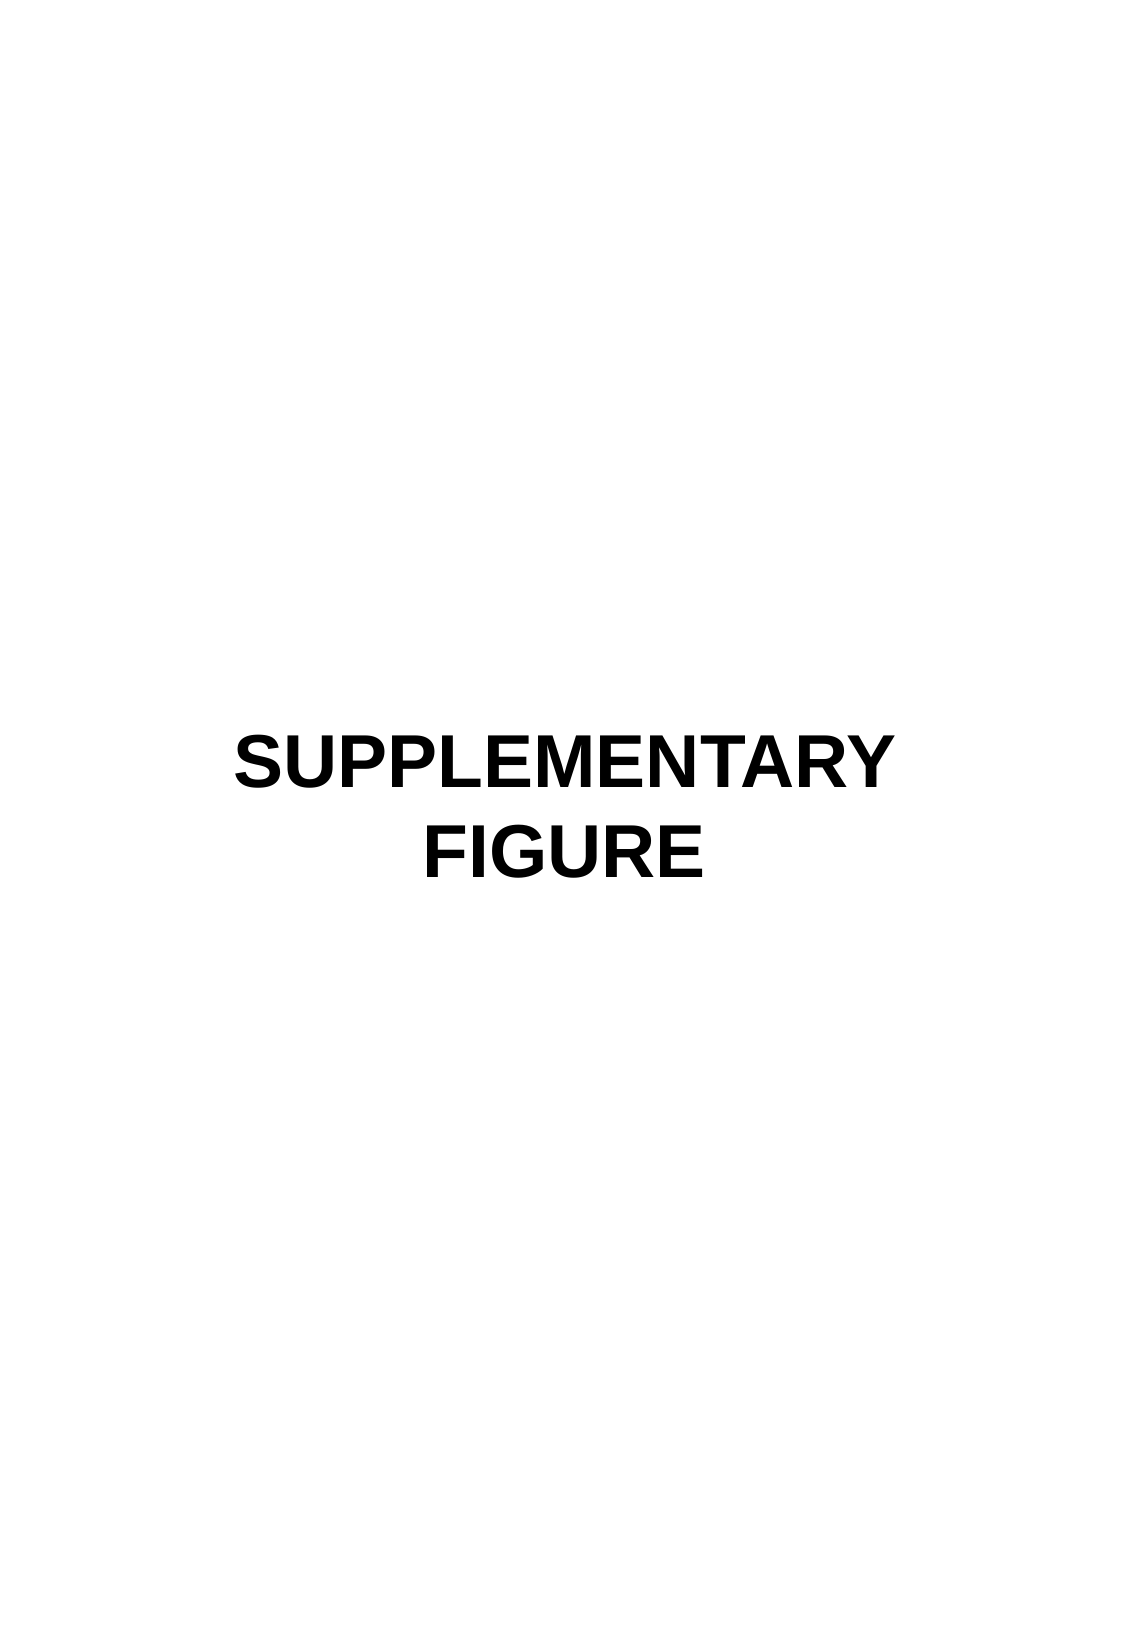

SUPPLEMENTARY FIGURE

## Slide 2
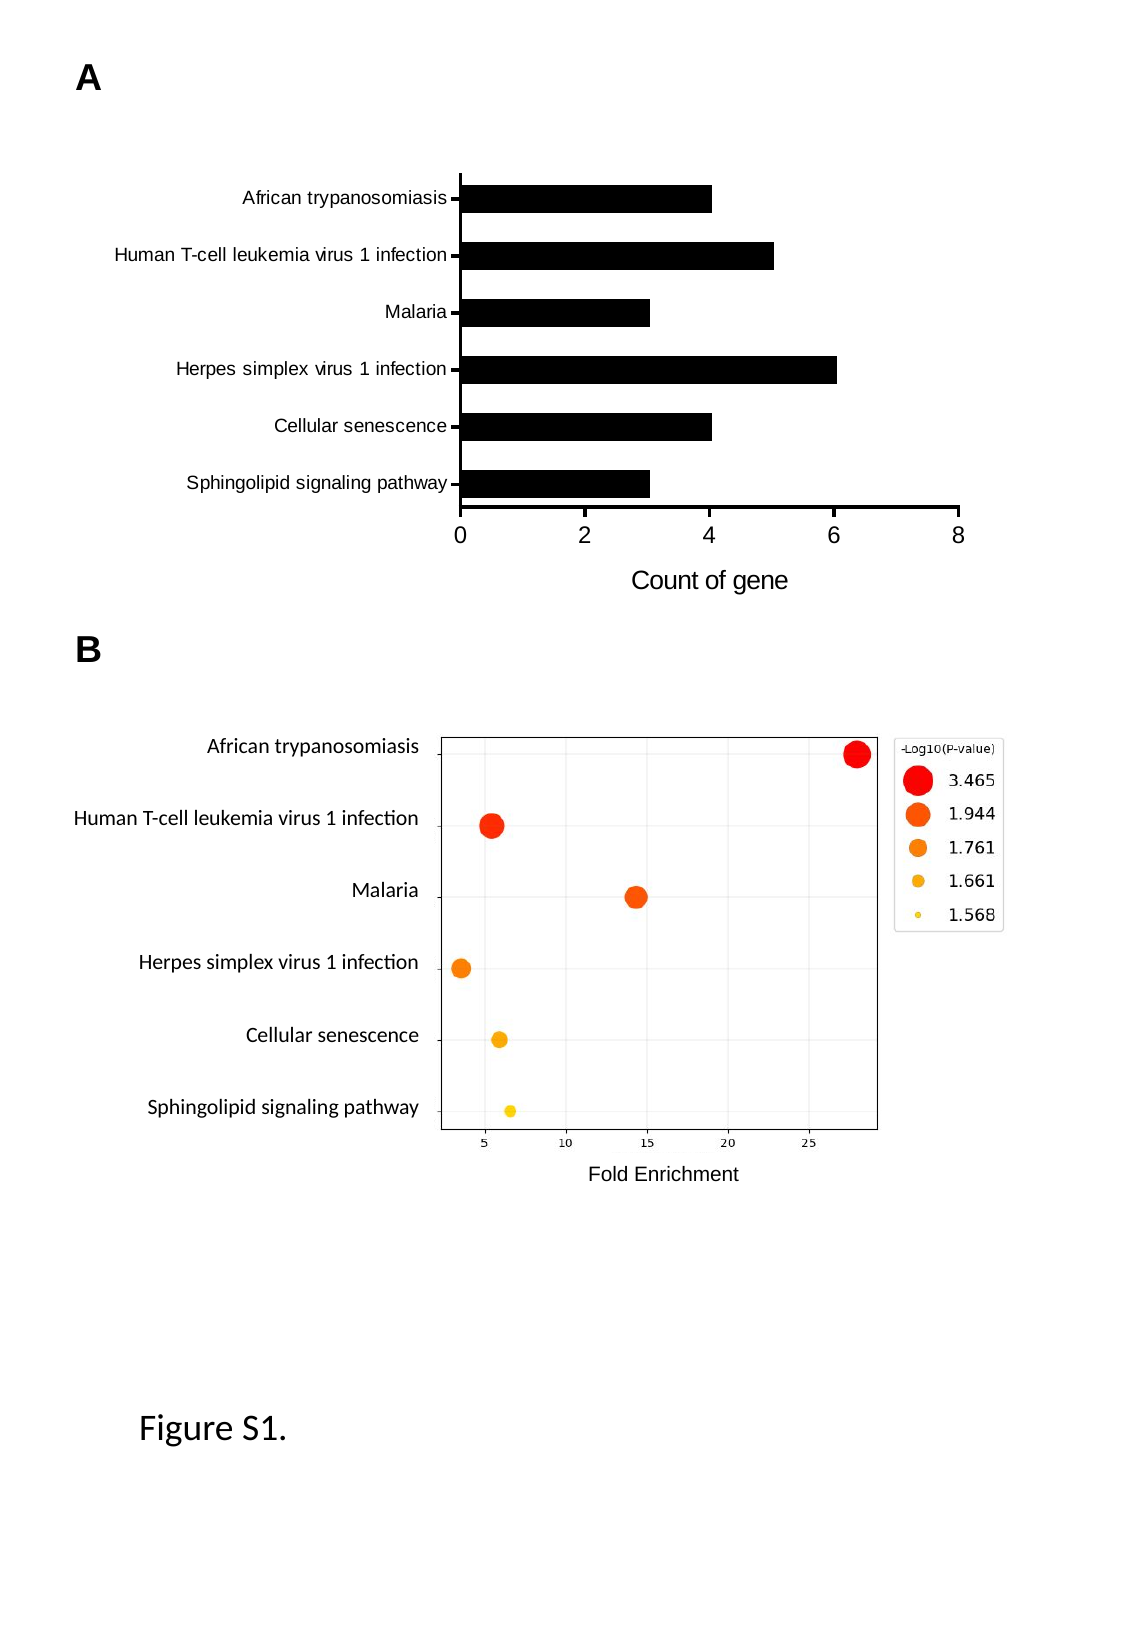

A
B
| African trypanosomiasis |
| --- |
| Human T-cell leukemia virus 1 infection |
| Malaria |
| Herpes simplex virus 1 infection |
| Cellular senescence |
| Sphingolipid signaling pathway |
Fold Enrichment
Figure S1.

## Slide 3
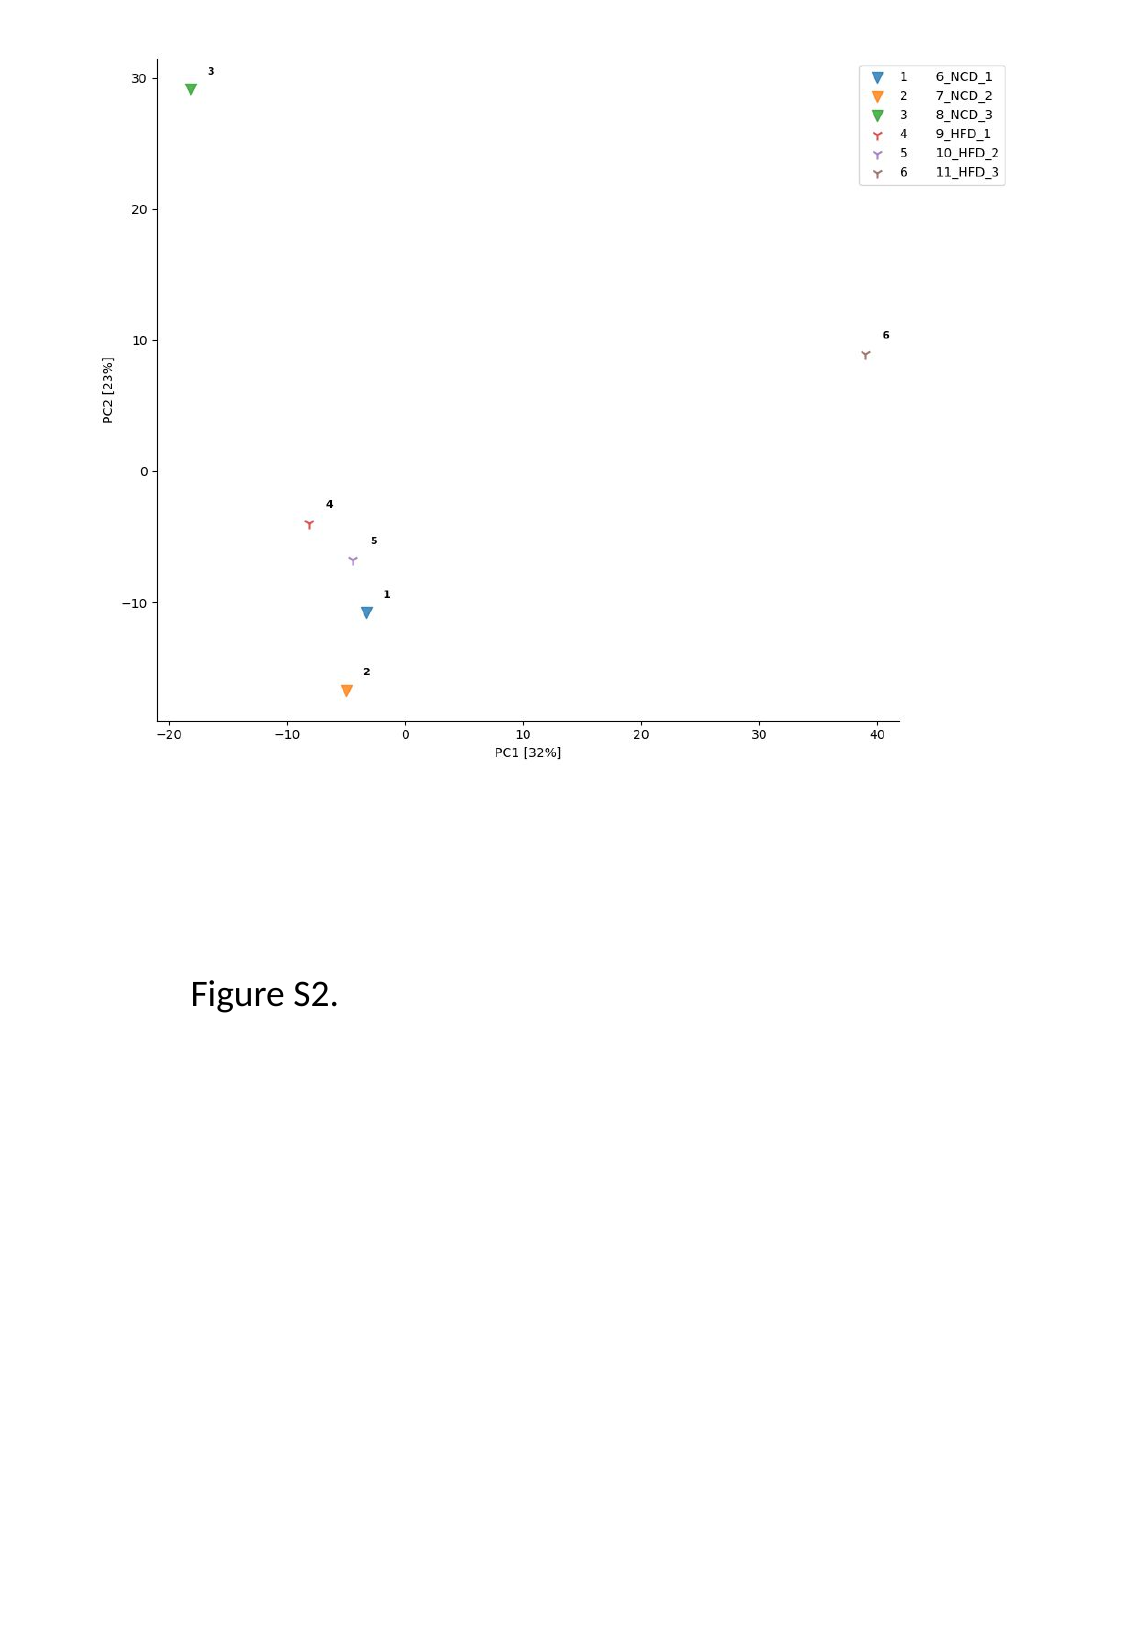

Figure S2.

How the deposited data were processed for this re-analysis (not part of the article)

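The 6 libraries, 3 of mice on the NCD and 3 of mice on the HFD for 10 days, hold the RNA of forebrain hemispheres. The authors prepared QuantSeq 3′ libraries, trimmed and aligned the reads to mm10 with Bowtie2, and deposited for each library a table of read counts per gene, taken from unique and multiple alignments with Bedtools coverage. The deposited counts are whole numbers without normalization, and the quantile normalization that the methods describe is not part of them. The annotation, the use of strand and the test behind the p-values are not named in the paper's text, which gives Welch's test and a Wilcoxon test for its metabolite statistics. The paper's thresholds are a fold change of 1.5 and a p of 0.05.

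The total count per library and its medians are given at the RNA-Seq results, and each entry names a gene. Of the entries, 79 share a symbol with another, and they were kept apart. A count of 3 was taken as the floor, between 0.316 and 0.432 CPM, and covers counting error only.

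The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15 kept 13771 genes, 5165 genes with a count were under this filter, and libraries were normalized with TMM. The common biological coefficient of variation was 0.126. Fold changes and p-values came from glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment, and standard errors were taken as the log2 fold change divided by the square root of the F statistic. Gene lists with at least 3 genes tested were tested with camera at a preset correlation of 0.01, two-sided, and adjusted over the 33 lists tested. The lists, the tests between the diets and all alternatives but the unmoderated linear model without a filter were written before the data were examined. The liver and pituitary lists were written after the counts were seen and are kept apart from these. Of the 4 lists with an adjusted p under 0.05, 0 passed under fry or with an estimated correlation. The lists of granulocytes and of uracil catabolism had too few genes tested.

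The lists tested stand for the statements of the paper (synaptotagmins, NMDA receptor subunits, endocrine factors, energy enzymes and the 4 joint pathways) and for cell types, brain regions and responses. Besides those discussed, the adjusted p of the camera test was 0.102 for microglia and macrophages, 0.102 for ependyma, 0.221 for oligodendrocytes, 0.221 for endothelium, 0.233 for meninges and perivascular fibroblasts, 0.327 for astrocytes, 0.327 for choroid plexus, 0.828 for neurons, 0.99 for neuroinflammation, 0.777 for the interferon response, 0.555 for cerebellum, 0.858 for striatum and 0.988 for thalamus. It was 0.483 for superoxide metabolism, 0.483 for branched-chain amino acid catabolism, 0.988 for lysine catabolism, 0.99 for NRF2 targets, 0.483 for glucocorticoid and FoxO targets, 0.828 for fatty acid responsive PPAR targets, 0.843 for immediate early genes and 0.828 for the circadian clock. Leaving out 1 library brought 5 of these lists under 0.05. The adjusted p was 0.000675 for ependyma without NCD replicate 1 and 0.0415 without HFD replicate 2, 0.00164 for endothelium without HFD replicate 3 and 0.0163 for meninges and perivascular fibroblasts without HFD replicate 1. Without NCD replicate 3 it was 0.0208 for choroid plexus and 0.0284 for immediate early genes.

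Genes named in the text are those the paper names, the 3 highest and 3 lowest fold changes of Tables S1 and S2, the 5 genes that rose most and the 5 that fell most past both thresholds with separate groups, the 3 genes with the highest share of counts, and members of a discussed list with an unadjusted p under 0.05. Other genes were chosen after their values were seen. Gene positions come from GENCODE vM21 on GRCm38. Distances between libraries were taken on log2 CPM with a prior count of 2 and tested with an exact permutation test over the 10 splits of the libraries.

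The statistics were tested on counts simulated with the common dispersion for all genes and 200 genes changed by 2-fold. Of these the quasi-likelihood test recovered 86% and DESeq2 79% at an adjusted p under 0.05. The unmoderated linear model recovered 0 and made 1 call on unchanged genes. Genes or libraries that spread more were not simulated. In the same simulation camera gave a p of 1.27e-81 for a list of 20 changed genes and 0.503 for a list of 20 unchanged genes. Alternatives were DESeq2, quantile normalization of log2(CPM + 1) with limma or with an unmoderated linear model, upper-quartile scaling, library size alone, no filter, at least 10 counts in every library, genes over 2% of counts left out, robust estimation, a replicate block, and each library left out in turn. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GO and KEGG enrichment and the metabolite data were not analysed here.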

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

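The tests of explanations in this part were chosen after the results were seen.

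Growth hormone transcripts stood out in HFD replicate 3, in data the paper does not discuss. Gh had 1092 CPM in this library, with 7943 counts, against 13 and 12 counts in HFD replicates 1 and 2 and 23, 71 and 46 counts in the NCD libraries. Prl, Cga and Fshb had counts of 956, 198 and 35 in HFD replicate 3. A candidate explanation is that pituitary tissue stayed on 1 hemisphere. Of the pituitary transcripts on a list written after the counts were seen, 6 had at least 10 counts, and all 6 were highest in this library. Of these, Gh, Prl, Cga and Fshb had an adjusted p under 0.05 in the fit without a count filter, whereas Lhb and Tshb did not. An effect of the diet shared by the HFD mice is argued against by the other HFD libraries, in which 0 of the 6 transcripts lay above all NCD libraries. A mixed or mislabelled sample was not tested.

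Erythrocyte transcripts were higher in the HFD libraries, which the paper's text does not discuss. Of 9 listed genes 7 were tested, all 7 rose, and the median log2 fold change was 0.5632 (camera, adjusted p = 4.27e-16). In 3 of the 7 genes all HFD libraries lay above all NCD libraries. The summed CPM of the list was 610, 739 and 661 in NCD replicates 1, 2 and 3. In HFD replicates 1, 2 and 3 it was 990, 762 and 1190. The 7 genes are not separate measurements, since multiple alignments were counted. Hbb-b1 and Hbb-bs had close counts in every library, such as 1298 and 1316 in NCD replicate 1. So did Hbb-b2 and Hbb-bt, with 232 and 253 there. The number of genes that rose and the summed CPM may therefore count the same reads more than once. Between fits that each left out 1 library the median ran from 0.46 to 0.74 and the adjusted p stayed under 0.05 in all 6, but fry gave an adjusted p of 0.419 and an estimated correlation 0.455. All 7 genes had counts in the NCD libraries too, and Hbb-b2 and Hbb-bt are listed in Table S1. Reads shared between near-identical beta globin copies are argued against as the whole source, since Hba-a1, on chromosome 11, also rose by 0.4946 on the log2 scale (unadjusted p = 0.00194). More blood left in the HFD hemispheres may be the source, but Alas2, the transcript that is not a globin, rose by 0.7131 with a standard error of 0.53 (unadjusted p = 0.195), so its few counts leave this open. An effect of the diet on blood or on globin expression stays open as well and was not tested.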

How the results depend on the processing

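Among these alternatives, the unmoderated linear model without a filter was chosen only after the results were seen.

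No gene count moved under upper-quartile scaling, robust estimation or the removal of genes over 2% of counts by more than 1.5 times. The 73 genes that were higher and 103 that were lower came to 74 and 102, 71 and 102, and 73 and 104 under these settings, which shared 175, 167 and 176 of the 176 genes with them. Scaling by library size alone gave 53 and 114 genes, of which 68.3% were lower, against 58.5% before.

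Counts moved most with the filter and with the test. Without a count filter, 23 genes had an adjusted p under 0.05, 156 genes were higher and 240 lower. The 23 included Gh, Prl, Cga and Fshb, which had their highest counts in HFD replicate 3. Of these 23 genes 19, and of the 396 genes past both thresholds 202, were also among those tested with the filter, so the added genes explain only part of the change. With DESeq2, 2 genes had an adjusted p under 0.05. The unmoderated linear model after quantile normalization called 30 genes higher and 36 lower. The same model without a filter, chosen after the values were seen, called 52 genes higher and 59 lower. Of the genes of Tables S1 and S2, 27 passed the thresholds in the table's direction where at least 10 counts were asked in every library, against 58, since only 27 of them had such counts. For the other changes the cause was not tested.

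Across the 6 fits that each left out 1 library, 0 to 3 genes had an adjusted p under 0.05, 60 to 119 were higher, 101 to 145 were lower, and 41 to 50 genes of Tables S1 and S2 passed both thresholds in the table's direction. Of the 58 that did so with all libraries, 36 to 42 were among them. The count of 3 came without NCD replicate 3, and the highest number of higher genes without NCD replicate 2. Those 3 genes were Gm2083, Gc and Alb, each with its highest count in NCD replicate 2. Between 81 and 116 of the 176 genes were shared with each of these fits. Camera lists with an adjusted p under 0.05 numbered 2 to 6 in these fits, with 2 without NCD replicate 2. The number was 0 under fry and 0 with an estimated correlation, against 4, so these calls depend on the preset correlation.

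Libraries with the same replicate number did not deviate together (correlations of -0.0388, 0.0313 and -0.0746). With the replicate number as a block, 0 genes had an adjusted p under 0.05, 61 were higher, 94 were lower, 55 genes of Tables S1 and S2 kept their call and 4 lists passed.

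The separation of the diets in distances, -0.315, was 0.250 over the 500 genes with the highest variance, -0.246 after quantile normalization and -0.511 with at least 10 counts in every library. It ran from -1.73 to 1.42 across the fits that each left out 1 library, and was 0.715 without HFD replicate 1. The cause was not tested.

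Fold changes close to 0 reversed for genes with a high share of counts and for Plcb1. The log2 fold change of Akap5 was -0.0022 after quantile normalization with either linear model, with or without the filter in the unmoderated one. This sign says nothing, since quantile normalization sets a value by its rank and Rn45s, Lrrc17 and Akap5 held ranks 1 to 3 in every library. Across the fits that each left out 1 library the log2 fold change ran from -0.097 to 0.36 for Akap5, from -0.093 to 0.37 for Lrrc17, from -0.035 to 0.34 for Rn45s and from -0.16 to 0.048 for Plcb1. Akap5 and Lrrc17 fell without NCD replicate 2 (-0.018 and -0.011) and without HFD replicate 3, Rn45s fell without HFD replicate 3, and Plcb1 rose without NCD replicate 1. The median of the olfactory bulb list ran from -1.40 to 0.23, the highest without NCD replicate 2. The cause of the changes without 1 library was not tested.

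Of the 33 genes and lists named with a test, 12 kept their direction and side of the thresholds under every alternative set before the data were examined and 21 did not. Over all alternatives, 439 values for these genes and lists kept both, 57 were weaker, 7 stronger and 10 reversed, including the 3 values of Akap5 fixed by rank. Most genes of Tables S1 and S2 have few counts, which limits the test. In simulated counts it recovered 18.2% of the genes changed by 2-fold with a mean count under 20 and 89.9% of the others.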

Differences from the paper's values

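In this comparison, the unmoderated linear model without a filter was chosen only after the values were seen.

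The paper gives 92 differentially expressed genes, 36 upregulated and 56 downregulated, where edgeR's quasi-likelihood test gave 176, 73 and 103 at the same thresholds. Among the alternatives set before the data were examined, the total came within 1.5 times of the paper's value under the unmoderated linear model after quantile normalization (66) and with at least 10 counts in every library (134). The upregulated count did so with limma after quantile normalization (54), the unmoderated model (30) and library size alone (53), and the downregulated count with DESeq2 (79) and with at least 10 counts in every library (73). The other alternatives closed none of these gaps. The unmoderated model without a filter, chosen after the values were seen, gave 111 genes, 52 higher and 59 lower, and called 85 of the paper's 92. The fit without a filter called 77 of the 92 and DESeq2 49.

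The fold changes of Tables S1 and S2 matched values computed here as the difference of mean log2(CPM + 1), with a median difference of 0.00944 on the log2 scale over the 92 genes. The fold changes from edgeR differed from the tables by a median of 0.536 on that scale, since the added 1 lowers the change of genes with few counts.

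The paper names a phospholipase C 1 beta among the genes that fell. Plcb1 had a log2 fold change of -0.06 (unadjusted p = 0.633). Table S2 lists Plcb2, which had -1.40 (unadjusted p = 0.0551) in the fit without a filter and passed both thresholds with limma and with the unmoderated linear model after quantile normalization.

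The paper names Aspm among the genes affected. It had an unadjusted p of 0.0549 in the fit without a filter and passed both thresholds with limma and the unmoderated linear model after quantile normalization and without HFD replicate 2. The unmoderated model without a filter, chosen after the values were seen, also called Aspm and Plcb2.

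The paper reports that the diet left metabolic endocrine factors unaffected. Cartpt, which encodes a neuropeptide of energy balance and is listed in Table S2, had a log2 fold change of -0.85 (p of 0.00105 adjusted over the list alone and 0.519 over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

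The paper reports no change in the NMDA receptor and synaptotagmin genes. Grin2a had a log2 fold change of 1.22 and Syt16 of 0.29, with unadjusted p of 0.0253 and 0.0437, and neither passed after adjustment over the list alone.

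The paper names the serotonin receptor 2A gene as upregulated. Htr2a had a log2 fold change of 1.95 in the fit without a filter and is not listed in Table S1.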

Other observations

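All tests of explanations in this part except the one on the genes of Table S2 were chosen after the results were seen.

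Of the 10 splits of the 6 libraries, with that by diet counted among them, 5 gave at least as many genes past the 1.5-fold and unadjusted p thresholds as the diets' 176, and 4 gave at least as many in the unmoderated linear model without a filter, 111. For camera lists with an adjusted p under 0.05 the number was 5 of 10, against the diets' 4. Without a count filter, 3 of 10 splits gave at least the 23 genes of the diets. With 3 libraries of each diet no share under 0.1 can arise, so chance and diet cannot be told apart by these counts. For genes with an adjusted p under 0.05 the comparison says nothing, since the diets gave 0 (507 at an unadjusted p under 0.05) and all 10 splits reach that.

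Midbrain and raphe transcripts had a median log2 fold change of -0.38 (camera, adjusted p = 5.8e-07) and hypothalamus transcripts -0.40 (adjusted p = 0.00295). Under fry these adjusted p were 0.894 and 0.941. Of the 27 genes of these lists that were tested, 23 (85.2%) were lowest in HFD replicate 3 among the HFD libraries, where chance gives 33.3%. Without the genes listed in Table S2 it was 20 of 24. These genes are not independent. A candidate explanation is a smaller share of ventral tissue in this hemisphere. Without this library the medians were -0.1236 and -0.05165, with adjusted p of 0.0474 and 0.335. Without NCD replicate 2 the hypothalamus median was -0.13, with an adjusted p of 0.229, and the midbrain median lay between -0.62, without NCD replicate 1, and -0.12 in the fits that each left out 1 library. A stronger response to the diet in HFD replicate 3 was not tested. A diet effect on either list cannot be told apart from the tissue taken, since 1 library carries most of the difference. Foxa2 and Gch1 are on the first list and Cartpt on the second. Cartpt had an SD of 0.266 CPM over the HFD libraries, so HFD replicate 3 alone does not carry its fall.

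A test set before its result was seen asked whether genes of Table S2 are lowest in HFD replicate 3 among the HFD libraries. They were in 24 of 56 genes (42.9%), where chance gives 33.3%, and in 22 and 10 genes HFD replicates 1 and 2 were lowest. This share may be chance (binomial p = 0.156, with genes that are not independent), so a share of ventral tissue cannot be told apart from other sources for Table S2 as a whole.

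Liver transcripts were highest in NCD replicate 2. On a list written after the counts were seen, 29 of 32 genes with at least 10 counts were highest there, and 28 were lower in NCD replicate 3 than in both other NCD libraries. Leaving out genes named for other reasons, 22 of 26 were. The summed CPM of the list was 78.3, 135 and 20.4 in NCD replicates 1, 2 and 3 and 18, 32.1 and 13.9 in HFD replicates 1, 2 and 3. Liver RNA in some of the libraries may explain this. In 6 of 32 genes all NCD libraries lay above all HFD libraries, so a diet effect cannot be told apart for part of the list. Fgb of Table S2 and Ahsg are on it.

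Olfactory bulb transcripts had a median log2 fold change of -0.57 (camera, adjusted p = 0.0499) and 0.23 without NCD replicate 2. Without HFD replicates 1 and 3 in turn it was -0.36 and -0.30, with adjusted p of 0.244 and 0.375. Without NCD replicates 1 and 3 and HFD replicate 2 in turn it was -1.03, -0.88 and -1.40, with adjusted p of 7.49e-06, 0.00172 and 3.02e-06, so single libraries decide this call. Of 9 genes, 8 were highest in NCD replicate 2. Olfactory bulb tissue left on some hemispheres may explain this, as the methods state that the bulbs were removed. An effect of the diet stays open, as untested.

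Lrrc17 and Akap5 had counts within 1% of each other in every library, with a ratio between 0.999 and 1.01. A stretch of 43 bases shared by the most frequent reads in the paper's read quality reports is part of the neuronal RNA Bc1 and also lies in a transcript of Lrrc17, and in antisense in transcripts of Akap5. It also lies in transcripts of Tatdn1 and, in antisense, Elp6. The share of the most frequent read sequence followed the share of counts on Lrrc17 over the 6 libraries (Pearson's r = 0.977, exact permutation p = 0.00556, Spearman's rho = 0.943, exact permutation p = 0.0167). On Akap5, r was 0.979 (exact permutation p = 0.00417). Without HFD replicate 3 and NCD replicate 3, the farthest from the median, r was 0.977 and 0.983. Reads of Bc1 counted on genes that hold a copy of it may explain these counts. The other genes with the stretch took few counts in each library, 44 to 57 on Bc1 itself, 38 to 74 on Elp6 and 19 to 40 on Tatdn1, against 140057 to 253050 on Lrrc17. Which transcripts the authors' annotation holds was not tested, and single reads were not analysed here, so the origin of the counts stays open. Over 4 relations computed, with the summed share of the over-represented sequences listed in the reports that hold the stretch as the other measure, r was between 0.964 and 0.979, with Benjamini-Hochberg adjusted exact permutation p of 0.00972 for each r and 0.0167 for each rho. No biological explanation was tested.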
